# A Tripartite, Hierarchical Sigma Factor Cascade Promotes Hormogonium Development in the Filamentous Cyanobacterium Nostoc punctiforme

**DOI:** 10.1128/mSphere.00231-19

**Published:** 2019-05-01

**Authors:** Alfonso Gonzalez, Kelsey W. Riley, Thomas V. Harwood, Esthefani G. Zuniga, Douglas D. Risser

**Keywords:** Nostoc punctiforme, development, gliding motility, hormogonia, sigma factors, type IV pili

## Abstract

Cyanobacteria are prokaryotes capable of oxygenic photosynthesis, and frequently, nitrogen fixation as well. As a result, they contribute substantially to global primary production and nitrogen cycles. Furthermore, the multicellular filamentous cyanobacteria in taxonomic subsections IV and V are developmentally complex, exhibiting an array of differentiated cell types and filaments, including motile hormogonia, making them valuable model organisms for studying development. To investigate the role of sigma factors in the gene regulatory network (GRN) controlling hormogonium development, a combination of genetic, immunological, and time-resolved transcriptomic analyses were conducted in the model filamentous cyanobacterium Nostoc punctiforme, which, unlike other common model cyanobacteria, retains the developmental complexity of field isolates. The results support a model where the hormogonium GRN is driven by a hierarchal sigma factor cascade, with *sigJ* activating the expression of both *sigC* and *sigF,* as well as a substantial portion of additional hormogonium-specific genes, including those driving changes to cellular architecture. In turn, *sigC* regulates smaller subsets of genes for several processes, plays a dominant role in promoting reductive cell division, and may also both positively and negatively regulate *sigJ* to reinforce the developmental program and coordinate the timing of gene expression, respectively. In contrast, the *sigF* regulon is extremely limited. Among genes with characterized roles in hormogonium development, only *pilA* shows stringent *sigF* dependence. For *sigJ*-dependent genes, a putative consensus promoter was also identified, consisting primarily of a highly conserved extended −10 region, here designated a J-Box, which is widely distributed among diverse members of the cyanobacterial lineage.

**IMPORTANCE** Cyanobacteria are integral to global carbon and nitrogen cycles, and their metabolic capacity coupled with their ease of genetic manipulation make them attractive platforms for applications such as biomaterial and biofertilizer production. Achieving these goals will likely require a detailed understanding and precise rewiring of these organisms’ GRNs. The complex phenotypic plasticity of filamentous cyanobacteria has also made them valuable models of prokaryotic development. However, current research has been limited by focusing primarily on a handful of model strains which fail to reflect the phenotypes of field counterparts, potentially limiting biotechnological advances and a more comprehensive understanding of developmental complexity. Here, using Nostoc punctiforme, a model filamentous cyanobacterium that retains the developmental range of wild isolates, we define previously unknown definitive roles for a trio of sigma factors during hormogonium development. These findings substantially advance our understanding of cyanobacterial development and gene regulation and could be leveraged for future applications.

## Abstract (precis)

Cyanobacteria are integral to global carbon and nitrogen cycles, and their metabolic capacity coupled with their ease of genetic manipulation make them attractive platforms for applications such as biomaterial and biofertilizer production. Achieving these goals will likely require a detailed understanding and precise rewiring of these organisms’ GRNs. The complex phenotypic plasticity of filamentous cyanobacteria has also made them valuable models of prokaryotic development. However, current research has been limited by focusing primarily on a handful of model strains which fail to reflect the phenotypes of field counterparts, potentially limiting biotechnological advances and a more comprehensive understanding of developmental complexity. Here, using Nostoc punctiforme, a model filamentous cyanobacterium that retains the developmental range of wild isolates, we define previously unknown definitive roles for a trio of sigma factors during hormogonium development. These findings substantially advance our understanding of cyanobacterial development and gene regulation and could be leveraged for future applications.

## INTRODUCTION

Cyanobacteria are prokaryotes capable of oxygenic photosynthesis and as a result are integral to global primary production. Because many species are able to fix nitrogen, they also contribute substantially to global nitrogen cycles, especially in symbiotic associations with eukaryotic partners (1). Furthermore, the multicellular filamentous cyanobacteria in taxonomic subsections IV and V can develop an array of differentiated cell types and filaments, including nitrogen-fixing heterocysts, spore-like akinetes, and motile hormogonia, making them valuable model organisms for studying development (2). Both hormogonia and heterocysts play essential roles in the establishment of nitrogen-fixing symbioses (3–6). The photosynthetic and nitrogen-fixing capacity of cyanobacteria coupled with their relative ease of genetic manipulation make them attractive platforms for applications such as production of biofuel and biomaterial, as well as biofertilizer, including through the possible engineering of artificial nitrogen-fixing symbioses with crop plants (7). Achieving these goals will likely require a detailed understanding and precise rewiring of the gene regulatory networks (GRNs) that control these organisms.

The association of either a housekeeping sigma factor or one of several alternative sigma factors with a core RNA polymerase to initiate the transcription of distinct gene sets is perhaps the most fundamental level of gene regulation in bacteria (8). In cyanobacteria, the role of alternative sigma factors has been studied extensively, primarily in a handful of unicellular model organisms and in the filamentous model cyanobacterium Nostoc (Anabaena) sp. strain PCC 7120 (here, Nostoc 7120) (9). While too extensive to cover in detail here, studies on unicellular cyanobacteria have identified roles for several alternative sigma factors, but of particular relevance to this study, there appears to be substantial functional redundancy among the group 2 sigma factors (10), and the group 3 sigma factor SigF is essential for motility (11, 12). In the filamentous cyanobacterium *Nostoc* 7120, the group 2 sigma factors SigC and SigE have been implicated in, but are individually dispensable for, heterocyst development (13, 14), while the group 3 sigma factor SigJ has been associated with exopolysaccharide (EPS) production, desiccation tolerance, and photoprotection (15, 16). More recently, a study using Nostoc punctiforme strain ATCC 29133 (=PCC 73102) provided substantial evidence that the group 4 sigma factor SigG is involved in cell envelope repair (17).

However, because *Nostoc* 7120 is incapable of differentiating hormogonia or akinetes, studies with this model organism are limited in their ability to inform our understanding of the role alternative sigma factors play in the complex development of filamentous cyanobacteria. Because N. punctiforme is genetically tractable but still displays the full range of developmental diversity possessed by counterparts in the field, it can be employed to overcome this limitation. Here, using *N. punctiforme*, we provide evidence that the hormogonium GRN in filamentous cyanobacteria involves the hierarchical transcriptional activation of *sigC* and *sigF* by *sigJ*, with each sigma factor playing a distinct and essential role in the developmental program.

## RESULTS

### *sigC, sigF,* and *sigJ* are essential for hormogonium development and motility.

To date, several genes have been characterized in the literature as being required for normal hormogonium development and motility in *N. punctiforme*, including genes encoding components of the type IV pilus (T4P) motor (*pilA-C*, *pilQ*, *pilT1*, and *pilT2*) (18), proteins involved in the synthesis and secretion of a hormogonium-specific polysaccharide (HPS) (*hpsA-K*) (19), the Hmp chemotaxis-like (*hmpA-F*) (3, 20) and partner-switching (*hmpU-W*) (21) systems, and a putative *O*-linked β-*N*-acetylglucosamine transferase gene (*ogtA*) (22). However, none of these genes are required for the earliest stages of hormogonium development. As part of an ongoing transposon mutagenic screen (22), two nonmotile isolates were identified, TNM14139 and TNM14211, that harbored transposon insertions in *sigC*. Previous transcriptomic studies have also reported enhanced expression of *sigC*, *sigF*, and *sigJ* in developing hormogonia (19, 23, 24). Based on these data, we investigated the role of these sigma factors in hormogonium development by mutational analysis. In-frame deletion of either *sigC*, *sigF*, or *sigJ* completely abolished motility, as assessed by the failure to display colony spreading in plate motility assays and by the absence of motility for individual filaments in time-lapse microscopy assays (Fig. 1A; see also Movie S1 in the supplemental material). Based on genomic context (25) and transcriptomic data (19, 23, 24), *sigC* and *sigJ* appear to be monocistronic, while *sigF* may be cotranscribed with two downstream genes encoding conserved hypothetical proteins. For each deletion strain, reintroduction of the corresponding sigma factor in *trans* on a replicative shuttle vector under the control of its native promoter was sufficient to restore motility, confirming that the deletion of each sigma factor was responsible for the observed phenotype (Fig. 1A). Complementation did not typically restore wild-type levels of motility, a result reported for several other nonmotile *N. punctiforme* mutants complemented in a similar manner (20–22), possibly indicating that precise gene dosage is essential for optimal motility.

**FIG 1:**
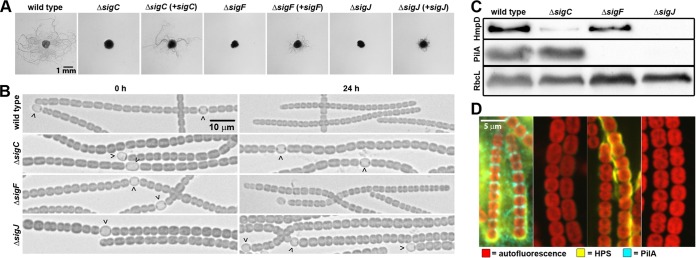
Phenotypic analysis of sigma factor deletion strains. (A) Plate motility assays of the wild type, deletion strains, and complemented deletion strains with deleted genes expressed in *trans* from their native promoters on a replicative shuttle vector (as indicated). (B) Light micrographs of the filament morphology for the wild type and deletion strains (as indicated) at 0 h and 24 h post-hormogonium induction (as indicated). Carets indicate the presence of heterocysts attached to filaments. (C) Immunoblot analysis of HmpD, PilA, and RbcL in the wild-type and deletion strains (as indicated, strain labels correspond to both panels C and D) 24 h after hormogonium induction. RbcL is the large subunit of RuBisCO and serves as a protein loading control. (D) Immunofluorescence and lectin staining analysis of extracellular PilA and HPS. Depicted are merged images of fluorescence micrographs acquired using a 63× objective lens from cellular autofluorescence (red), PilA immunofluorescence (cyan), and UEA-fluorescein-stained HPS (yellow) for various strains (as indicated) 24 h after hormogonium induction.

10.1128/mSphere.00231-19.2 MOVIE S1 Time-lapse microscopy of the wild-type and sigma factor deletion strains (as indicated). Download Movie S1, AVI file, 7.5 MB. Copyright © 2019 Gonzalez et al. 2019 Gonzalez et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To further assess the role of each sigma factor, the filament morphology of each deletion strain was assessed prior to and following induction for hormogonia (Fig. 1B and S1A). There was no obvious growth defect when cells were grown diazotrophically prior to induction, and morphologically distinct heterocysts were present in each strain (Fig. 1B and S1A), indicating that these sigma factors are not required for normal growth, heterocyst development, or nitrogen fixation. The only notable difference prior to induction was a significant increase in cell size (Fig. S1A), which was most pronounced in the Δ*sigC* mutant strain and slightly less so in the Δ*sigJ* mutant, as well as the rare occurrence (less than 1%) of extremely elongated rod-shaped cells in the Δ*sigC* mutant strain (Fig. S1B). Following induction, wild-type *N. punctiforme* differentiates hormogonia, the morphologically distinct markers of which include (i) smaller cell size as a result of reductive cell division, (ii) the loss of heterocysts from the filaments, (iii) shorter filament length due to fragmentation, and (iv) changes in cell morphology, including a transition from more coccoid to rod-shaped cells and the appearance of tapered cells at the filament termini (Fig. 1B and S1A). Although nonmotile, the Δ*sigF* mutant strain differentiated morphologically distinct hormogonia that dismembered their heterocysts and underwent reductive cell division, producing smaller cells characteristic of hormogonia (Fig. 1B and S1A). In contrast, the Δ*sigC* and Δ*sigJ* mutant strains failed to display any of the morphological markers of hormogonia following induction, including a lack of reduction in cell size or the loss of heterocysts (Fig. 1B and S1A). One additional observation of note was the tendency of the Δ*sigJ* mutant strain to aggregate following hormogonium induction despite the lack of obvious morphological changes (Movie S1). These results indicate that both *sigC* and *sigJ* may be required for an early stage in hormogonium development, while *sigF* is late acting.

10.1128/mSphere.00231-19.3 FIG S1 Analysis of hormogonium morphology. (A) Cell length and % filaments with heterocysts in the wild type and each deletion strain (*n* = 3; error bars, standard deviation [SD]). *, *P* < 0.05; **, *P* < 0.01 as determined by two-tailed Student’s *t*-test between the wild type and each deletion strain at the corresponding time point. (B) Appearance of abnormal cell morphology in the Δ*sigC* mutant strain. Caret indicates an example of an abnormally elongated rod-shaped cell. Download FIG S1, PDF file, 1.2 MB. Copyright © 2019 Gonzalez et al. 2019 Gonzalez et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To further define the role of each sigma factor in the hormogonium GRN, immunoblotting was used to analyze the expression of the hormogonium-specific proteins PilA (major pilin of the T4P) and HmpD (methyl-accepting chemotaxis protein), as well as immunofluorescence, lectin staining, and lectin blotting to analyze the accumulation of extracellular PilA and HPS in each mutant (Fig. 1C and D). In the wild type, PilA and HmpD are specifically expressed in hormogonia (Fig. 1C), and extracellular PilA accumulates at the junctions between the cells, while extracellular HPS accumulates loosely around the filaments (cell-associated) or dissolves into the medium (soluble) (Fig. 1D and S2). The deletion of *sigJ* had the most marked effect on the expression of these hormogonium-specific markers, as it failed to accumulate any detectable levels of cellular PilA and HmpD (Fig. 1C) or extracellular PilA and HPS (Fig. 1D and S2). In contrast, the Δ*sigC* mutant strain accumulated substantially reduced levels of HmpD and wild-type levels of cellular PilA (Fig. 1C) yet failed to display any detectable extracellular PilA or HPS (Fig. 1D and S2). The Δ*sigF* mutant strain accumulated wild-type levels of cellular HmpD but no detectable cellular or extracellular PilA (Fig. 1C) and showed a moderate reduction in the accumulation of extracellular HPS, most of which was more tightly associated with the filaments compared to the wild-type strain (Fig. 1D and S2). Collectively, these results imply that *sigJ* may play an essential role early in the hormogonium GRN and may subsequently promote the expression of *sigF* and *sigC*, which in turn control distinct regulons.

10.1128/mSphere.00231-19.4 FIG S2 Quantification of cell-associated and soluble extracellular HPS (*n* = 3; error bars, SD) in the wild type and each deletion strain 24 h after hormogonium induction. *, *P* < 0.05; **, *P* < 0.01 as determined by two-tailed Student’s *t*-test between the wild type and each deletion strain. Download FIG S2, PDF file, 0.2 MB. Copyright © 2019 Gonzalez et al. 2019 Gonzalez et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The lectin Ulex europaeus agglutinin I (UEA), employed here to detect HPS, was recently demonstrated to bind to the heterocyst envelope as well (20). This staining was shown to be dependent on a functional *hpsE-G* locus, possibly indicating some overlap in the components of the systems involved in the synthesis of heterocyst envelope polysaccharide (HEP) and HPS. However, despite the absence or reduction of accumulated HPS in hormogonium-induced cultures, UEA staining of the heterocyst envelope within vegetative filaments was not disrupted in any of the deletion strains (Fig. 2). Thus, the expression of *hpsE-G* is unlikely to be under stringent regulation by any one of the three sigma factors.

**FIG 2:**
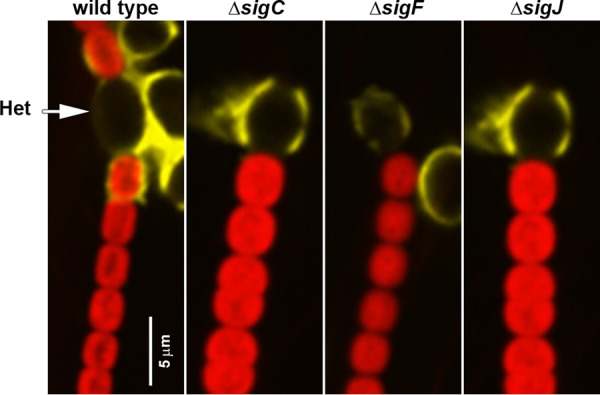
UEA-fluorescein staining of HEP. Depicted are merged images of fluorescence micrographs acquired using a 63× objective lens from cellular autofluorescence (red) and UEA-fluorescein-stained HEP (yellow) for various strains (as indicated) prior to hormogonium induction. The position of heterocysts, which lack autofluorescence, is indicated with an arrow.

### Defining the regulons of *sigJ, sigC,* and *sigF* by RNA-seq analysis.

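RNA came from 4 strains of *Nostoc punctiforme*, a filamentous cyanobacterium whose vegetative filaments can turn into motile filaments called hormogonia. The strains were the wild type and the deletion strains Δ*sigJ*, Δ*sigC* and Δ*sigF*, each sampled at 0, 1, 6, 12 and 18 h after hormogonium induction with 3 biological replicates. The deleted genes encode alternative sigma factors, the subunits of RNA polymerase that direct it to particular promoters. The 60 libraries were depleted of rRNA, and the authors mapped the directional paired-end reads and normalized expression with Rockhopper, then tested the time courses with BATS, a Bayesian program for time course data. The authors' deposited table lists 6689 protein-coding genes. It holds log2 values, 1 for each strain and time, of the mean normalized expression of the 3 replicates over that of the wild type at 0 h, with means below 1 raised to 1, and the output of BATS. Because all 20 values of a gene share 1 denominator, the mean normalized expression behind them was recovered as whole numbers, to within the rounding of the log2 values, for all 6689 genes. The recovered means equal those of Data Set S1A for every gene in the part of that table at hand. The sum of the means of a group lay between 1274277 and 2151363 and the upper quartile between 113 and 127, while read totals of the libraries cannot be derived from these values. The table holds no value for a replicate, so no spread between replicates and no test of a difference could be computed, and the differences given are differences between means. Calls of changed genes are those of BATS in the authors' deposited table. Other counts are of genes at least 2-fold apart, among the 5860 genes with a mean of at least 10 in at least 1 of the 20 groups. A mean listed as 1 may be 1 or lower, and no fold is given against it. In Δ*sigJ*, *sigJ* (Npun_R1337) was listed at 1 at all 5 times, as was *sigC* (Npun_F0996) in Δ*sigC*, and *sigF* (Npun_F4811) lay between 1 and 7 in Δ*sigF*, so each deleted gene had little or no transcript in its own strain.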

To further define the relationships between the trio of sigma factors, as well as the extended regulon of each in the hormogonium GRN, RNA sequencing (RNA-seq) analysis and reverse transcription-quantitative PCR (RT-qPCR) were employed to analyze the transcriptome of developing hormogonia over a five-point time course in the wild type and each deletion strain (Fig. 3 and S3 and Data Set S1). 

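In the wild type, the transcript of each sigma factor gene was more abundant after induction than at 0 h, with different timing. Mean normalized expression of *sigC* was 1304 at 0 h and 6714, 6666, 6449 and 4532 at 1, 6, 12 and 18 h, so that it was highest at 1 h. *sigJ* went from 1459 through 3714, 3876 and 5791 to 6279 at 18 h and was 3.97-fold above its 0 h mean at 12 h. *sigF* went from 15 through 268, 2678 and 10261 to 13744, a difference of 684-fold at 12 h and the second largest of any gene with a named product. In the authors' deposited table *sigF* was called as changed in the wild-type time course, and *sigC* and *sigJ* were not.

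**Figure D1:**
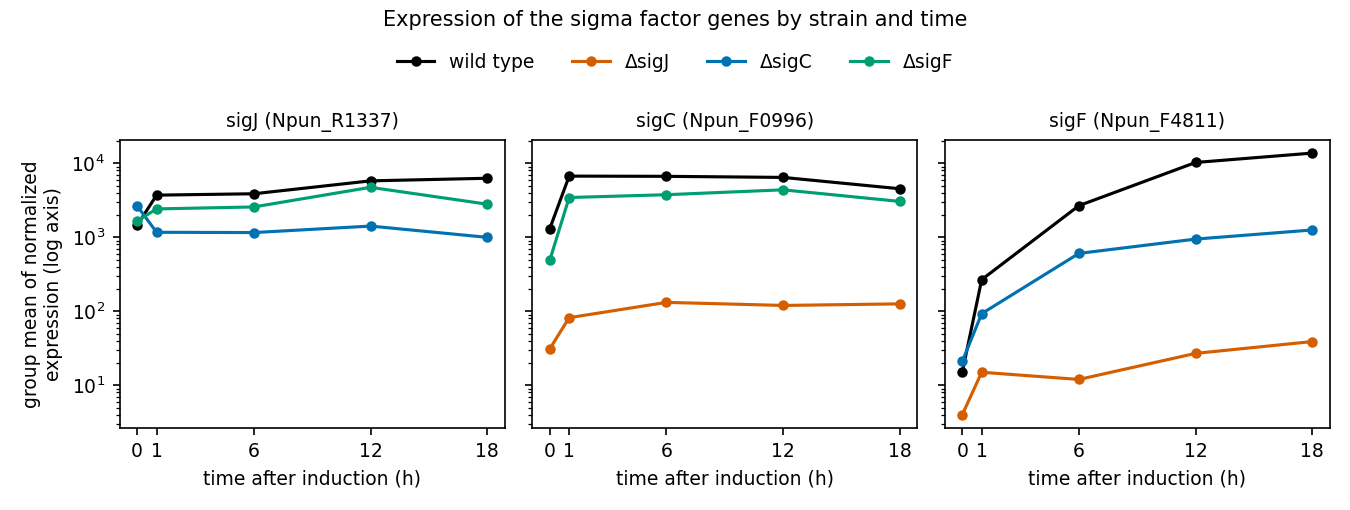
Mean normalized expression (log scale) of *sigJ*, *sigC* and *sigF* at 0, 1, 6, 12 and 18 h after induction, each line 1 strain and each point the mean of 3 replicates, whose spread is not known. At 12 h the wild type had means of 5791 for *sigJ*, 6449 for *sigC* and 10261 for *sigF*.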

Consistent with previous reports (19, 23, 24), the expression of each sigma factor was upregulated in developing hormogonia (Fig. 3A and S3). The deletion of *sigJ* abolished transcriptional activation of both *sigC* and *sigF*. 

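In Δ*sigJ* the *sigC* transcript was low before induction and, although its mean went up, stayed far below the wild type. Its mean was 31 at 0 h, 42.1-fold below the wild type, and 82, 132, 120 and 126 at 1, 6, 12 and 18 h. *sigF* had means of 4, 15, 12, 27 and 39 at the 5 times and was 380.0-fold below the wild type at 12 h. Both genes were called in the comparison of Δ*sigJ* with the wild type in the authors' deposited table.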

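In Δ*sigC* the *sigF* transcript accumulated after induction, to a lower level than in the wild type, and *sigJ* was lower at every later time than at 0 h. Means of *sigF* were 21, 93, 606, 946 and 1256 at 0, 1, 6, 12 and 18 h, so the mean at 12 h was far above that at 0 h and 10.8-fold below the wild type. For *sigJ* the mean was 2652 at 0 h, above that of the wild type, and 1169, 1159, 1418 and 999 thereafter, which left it 4.08-fold below the wild type at 12 h (log2 difference -2.03, or -1.42 after quantile normalization). The authors' deposited table calls both genes in the comparison of Δ*sigC* with the wild type.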

The deletion of *sigC* had relatively little effect on the enhanced expression of *sigF* but prevented the upregulation of *sigJ*. The fact that upregulation of *sigJ* is dependent on *sigC*, and vice versa, implies that *sigJ* and *sigC* may form a positive feedback loop. However, the observation that the transcription of *sigF*, which is also *sigJ* dependent, is largely unaffected in the Δ*sigC* mutant strain, where *sigJ* expression is static, could indicate that posttranscriptional regulation of *sigJ* plays an important role in the activation of *sigJ*-dependent genes. In contrast, the deletion of *sigF* did not substantially alter the expression pattern of either *sigJ* or *sigC*. These results are consistent with a model where the hormogonium GRN involves the hierarchical activation of *sigC* and *sigF* by *sigJ*.

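In Δ*sigF* both other sigma factor genes had higher means after induction than at 0 h, mostly below those of the wild type. *sigC* had a mean of 488 at 0 h and 3449, 3763, 4383 and 3054 at 1, 6, 12 and 18 h, 2.67-fold below the wild type at 0 h and 1.47-fold below it at 12 h. *sigJ* had 1668 at 0 h and 2418, 2572, 4737 and 2802 at the later times. Its log2 difference from the wild type at 12 h was -0.29, and 0.02 after quantile normalization. Neither gene was called in Δ*sigF* in the authors' deposited table.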

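At 12 h the absence of *sigJ* thus went with log2 differences from the wild type of -5.75 for *sigC* and -8.57 for *sigF*. For *sigC* the difference was already -5.39 at 0 h, so most of it was there before induction. The absence of *sigC* went with -3.44 for *sigF*, and the absence of *sigF* with -0.56 for *sigC*. The paper reasons from these patterns, and from RT-qPCR and strain phenotypes not examined here, to a hierarchy in which *sigJ* activates *sigC* and *sigF*. From the dependence of *sigJ* and *sigC* on each other, it infers that the 2 genes may form a positive feedback loop, and from *sigF* expression in Δ*sigC*, where *sigJ* does not go up, it raises the possibility that regulation of *sigJ* after transcription plays a role.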

**FIG 3:**
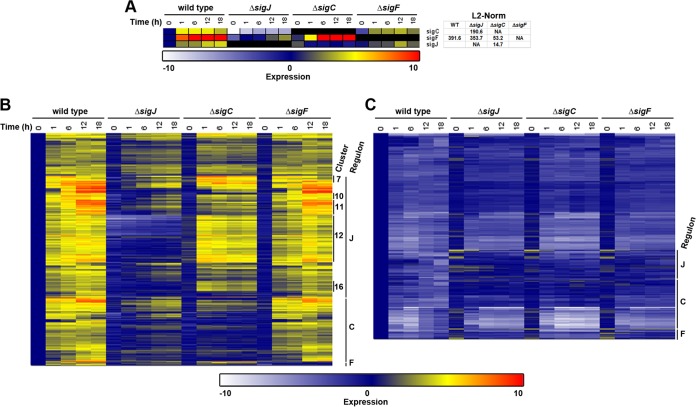
RNA-seq analysis of sigma factor deletion strains. (A) Heat map depicting the expression of each sigma factor over a five-point time course of hormogonium development in both the wild type (WT) and each deletion strain. In all panels, expression = log_2_(average normalized expression for each strain and time point/average normalized expression of the wild type at 0 h). L2-norm values are indicated for each gene and strain for those genes with statistically significant changes in expression in the wild-type time course, or in the sigma factor deletion strain in comparison to the wild type, as determined by BATS. (B and C) Global analysis of upregulated (B) and downregulated (C) genes (as indicated) differentially expressed in developing hormogonia. Assigned sigma factor regulons and notable clusters are indicated.

10.1128/mSphere.00231-19.5 FIG S3 RT-qPCR verification of RNA-seq analysis for select genes. Heat map depicting the expression of several hormogonium-specific genes, as determined by either RT-qPCR or RNA-seq (as indicated) over a five-point time course of hormogonium development in both the wild type and each deletion strain. Expression = log_2_(average normalized expression for each strain and time point/average normalized expression of the wild type at 0 h). Genes are arranged based on a combination of hierarchical cluster analysis and manual curation. Download FIG S3, PDF file, 1.2 MB. Copyright © 2019 Gonzalez et al. 2019 Gonzalez et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00231-19.6 DATA SET S1 RNA-seq analysis. (A) Normalized expression data output from Rockhopper. 

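Data Set S1A lists, for each gene, the mean of its normalized expression in 3 replicates at each strain and time. Rockhopper scales the libraries to each other before the means are taken, and its expression values have no unit. Of its 7685 rows, 5686 are missing from the copy at hand. In the rest, 118 of the protein-coding genes have a mean of 0 in at least 1 group, which the deposited log2 values hold as 1. The 10 highest genes held 26.8% of the summed means in the wild type at 12 h, and 15.4% in Δ*sigJ*, 14.5% in Δ*sigC* and 23.1% in Δ*sigF*.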

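In Data Set S1B, a log2 value of 1 is a 2-fold higher mean than in the wild type at 0 h, and a value of -1 a 2-fold lower one. Since the deletion strains are also set against the wild type at 0 h, a strain can have a value other than 0 before induction. Of the 5860 genes above the filter, 622 were at least 2-fold higher and 486 at least 2-fold lower than the wild type at 0 h in Δ*sigJ*, 334 and 257 in Δ*sigC*, and 587 and 183 in Δ*sigF*. The balance in Δ*sigJ* and Δ*sigC* turns with the scaling: after median-of-ratios scaling the numbers were 402 and 606 in Δ*sigJ* and 222 and 266 in Δ*sigC*, and after quantile normalization 416 and 484, and 215 and 246. BATS fits a smooth curve to each gene's time course and returns a Bayes factor, and an L2-norm that gauges the size of the curve. Computed from the means over the 5 times, the Euclidean norm of the differences ranked genes nearly as the authors' L2-norm did, with a Spearman correlation across called genes, which are not independent replicates, of 0.98 for the wild-type time course, 0.92 for Δ*sigJ*, 0.91 for Δ*sigC* and 0.78 for Δ*sigF*.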

(B) Log_2_-transformed expression values (normalized expression of experimental condition/normalized expression of wild-type strain at T = 0 h [mean of 3 biological replicates]) and statistical output from BATS analysis. (C and D) Upregulated (C) and downregulated (D) genes in the wild-type time course as determined by BATS, with assigned regulons, hierarchical clustering (HCL) order, and assigned cluster numbers. 

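Nearly all called genes of the wild-type time course were at least 2-fold from 0 h by their means at 12 h, but most genes that far from 0 h were not called. Of the 601 genes called up in the authors' deposited table, 600 were at least 2-fold above 0 h at 12 h, and all 533 called down were at least 2-fold below it. A further 763 genes were at least 2-fold higher and 1182 at least 2-fold lower at 12 h without being called. Among the called genes, 130 had means under 50 in all 20 groups.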

Download Data Set S1, XLSX file, 2.4 MB. Copyright © 2019 Gonzalez et al. 2019 Gonzalez et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To define the regulon for each sigma factor in the hormogonium GRN, differentially expressed protein-coding genes were first identified in the wild-type time course of hormogonium development. Subsequently, subsets of these genes with different expression patterns in the sigma factor deletion strains were defined. 

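By 12 h the wild type had more transcript of pilus, chemotaxis and gas vesicle genes, and less of many phycobilisome, photosystem I and nitrogen fixation genes. All 11 type IV pilus genes named in the paper rose, and so did 14 of 20 chemotaxis proteins, with a median log2 difference of 3.50 over the 20, and 8 of 9 gas vesicle proteins (3.43), by the calls of the authors' deposited table. The paper chose the pilus genes for their known roles in hormogonia, so their direction is not independent evidence. Of 133 histidine kinases, the sensors of bacterial signaling, 47 rose and 10 fell in the authors' deposited table, and the median over all of them was only 0.29. The largest difference of a gene with a named product was that of *pilA*, from 97 to 72877. A photoreceptor-linked chemotaxis transducer (Npun_R6012) went from 2 to 847, and the nearby Npun_R6014, a CheY-like response regulator, from 2 to 528. Among the light-harvesting phycobilisome genes, 14 of 22 fell in the authors' deposited table (median -3.22), and the phycoerythrin subunits CpeB (Npun_R3807) and CpeA (Npun_R3806) fell from 46025 to 968 and from 33129 to 732. Photosystem II genes had a median of -1.31 with 3 of 24 called down in the authors' deposited table, and of 6 cytochrome b6f genes 3 were at least 2-fold lower and none was called. Photosystem I had 12 of 15 genes called down in the authors' deposited table (median -2.97), as had 9 of 23 genes of tetrapyrrole synthesis (-1.71), the pathway to chlorophyll and bilins, and 8 of 17 of glycogen and sugar metabolism (-1.87). Nitrogen fixation genes, which heterocysts express, had a median of -2.00, with 10 of 22 called down and 1 up in the authors' deposited table. The largest fall of a gene with a named product was that of Npun_R0959, a CsbD family protein, from 5678 to 36. The 54 ribosomal protein genes had a median of 0.86 and none was called. In all, 1362 genes were at least 2-fold higher and 1711 at least 2-fold lower at 12 h than at 0 h, with a median of -0.13 over all genes; after median-of-ratios scaling the balance turned, to 1527 higher and 1443 lower, with a median of 0.04.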

A total of 601 genes were upregulated and 533 downregulated. This gene set was divided into 4 discrete categories. The first category included genes with expression patterns that were not statistically different in any of the deletion strains from the wild type. Those genes that were differentially expressed in one or more deletion strains were then assigned to a regulon for one of the three sigma factors based on which strain produced the greatest change in expression compared to the wild type, as determined by ranking the L2-norm (i.e., Euclidean norm) values for each gene between the three deletion strains. 

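Outside the genes that mark hormogonia, the deletion strains had higher medians of several lists of photosynthesis and energy genes at 12 h than the wild type did. Photosystem I genes had a median log2 difference from the wild type of 1.45 in Δ*sigJ*, 1.52 in Δ*sigC* and 0.63 in Δ*sigF*, and phycobilisome genes 1.27, 1.84 and 0.88. NADH dehydrogenase genes, which serve respiration and cyclic electron flow, had 1.61, 1.59 and 0.67. The 9 ATP synthase genes were at 1.78, 2.53 and 0.60, and cytochrome b6f genes at 0.48, 0.78 and 0.22. Photosystem II genes had 0.74, 1.19 and 0.38. In Δ*sigJ*, Δ*sigC* and Δ*sigF*, the authors' deposited table calls 1, 1 and 1 of 15 photosystem I genes, 2, 3 and 3 of 22 phycobilisome genes, 4, 8 and 3 of 20 NADH dehydrogenase genes and 0, 5 and 0 of 9 ATP synthase genes, and of 24 photosystem II genes 3 in Δ*sigC*, all of them lower there. Single genes differed more. Npun_R0210, a *psaB* gene of photosystem I that is called in Δ*sigJ*, had a mean of 12079 there at 12 h and of 545 in the wild type. It was already far above the wild type at 0 h, and reads shared among the *psaB* genes were not examined. Npun_R0591, a flavin reductase-like protein, had a mean of 8 in the wild type and of 421, 402 and 420 in the strains, close to the 415 of the wild type at 0 h. In the other direction, Npun_R6096, an S-layer protein, had a mean of 4182 in the wild type and of 3 in Δ*sigJ*. The chaperone gene *dnaK* (Npun_F0122), 1 of several *dnaK* genes, was at 4762 in the wild type, 378 in Δ*sigJ*, 164 in Δ*sigC* and 2821 in Δ*sigF*. Peptidoglycan synthesis genes had medians of -0.62 in Δ*sigJ* and -1.07 in Δ*sigC*, with 4 and 2 of 18 called in the authors' deposited table, all lower. In Δ*sigC*, *murC* (Npun_F0446) was at 256 against 1787 and *murB* (Npun_F0447) at 191 against 1680. At 12 h, 1971 genes were at least 2-fold higher and 1019 at least 2-fold lower than the wild type in Δ*sigJ*, 1552 and 1123 in Δ*sigC*, and 830 and 217 in Δ*sigF*. The median over all genes was 0.47, 0.17 and 0.15. It became -0.01, -0.14 and -0.02 after median-of-ratios scaling, under which more genes were lower than higher in Δ*sigJ* and Δ*sigC*. Less the median of all genes as deposited, photosystem I came to 0.98 in Δ*sigJ*, 1.34 in Δ*sigC* and 0.48 in Δ*sigF*, and phycobilisome to 0.8, 1.66 and 0.72. Photosystem II came to 0.27, 1.02 and 0.22, cytochrome b6f to 0.01, 0.61 and 0.07, and carbon fixation to 0.01, 0.64 and 0.0.

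**Figure D2:**
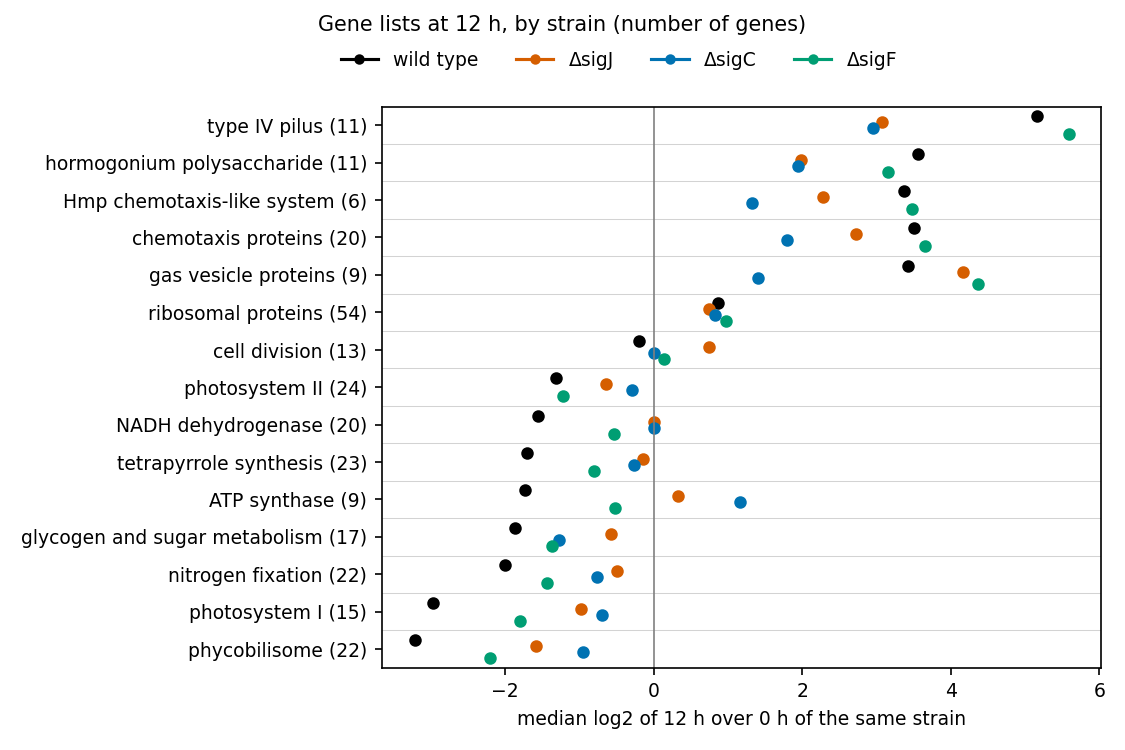
Median log2 difference of gene lists at 12 h over 0 h of the same strain, 1 point per strain. Phycobilisome genes stand at -3.22 in the wild type and at -0.95 in Δ*sigC*.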

Finally, a hierarchical cluster analysis was performed to group genes within each category based on similar expression patterns (Fig. 3B and C and Data Set S1C and D). A total of 408 genes were expressed in a similar manner in all strains, with the majority of these downregulated (301 downregulated/107 upregulated). *sigJ* had by far the largest regulon, at 389 genes, the majority of which were normally upregulated in wild-type hormogonia (72 downregulated/317 upregulated), followed by *sigC*, with a total of 300 genes (133 downregulated/167 upregulated), and, finally, *sigF*, with only 37 genes (27 downregulated/10 upregulated). 

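Assigned by the Euclidean norm of the 5 log2 differences between means, the *sigJ* regulon held 405 genes (337 up and 68 down in the wild type), the *sigC* regulon 266 (148 and 118) and the *sigF* regulon 55 (9 and 46). Of the 726 genes called in a deletion strain, 660 had the same regulon by this norm and by the L2-norm in the authors' deposited table, which gives 389, 300 and 37. For the Euclidean norm a deleted gene was left out of its own strain. So *sigF*, which the L2-norm puts in its own regulon, is not in that regulon by the Euclidean norm. The regulons overlapped in their calls, with 275 genes called in 1 deletion strain, 318 in 2 and 133 in all 3 in the authors' deposited table. Each gene went to the strain with its largest difference in these same libraries. A large difference of a regulon in its own strain is thus not independent evidence. The 301 downregulated genes without a call in a deletion strain had median log2 values over the wild type at 0 h of -3.03 at 12 h in the wild type, -2.03 in Δ*sigJ*, -2.55 in Δ*sigC* and -2.32 in Δ*sigF*. For the 107 upregulated genes without such a call, the medians were 3.05, 2.15, 2.15 and 3.03. The downregulated genes of the *sigJ* regulon had -3.17 in the wild type and -0.42 in Δ*sigJ*, and 67 of the 72 were at least 2-fold above the wild type at 12 h in Δ*sigJ*. The 133 downregulated genes of the *sigC* regulon went both ways in Δ*sigC* at 12 h, with 73 at least 2-fold above the wild type and 53 at least 2-fold below it.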

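The 167 upregulated genes of the *sigC* regulon, as assigned in the authors' deposited table, were lower than in the wild type in Δ*sigJ* as well as in Δ*sigC*. At 12 h their median log2 difference from the wild type was -2.57 in Δ*sigJ*, with 150 genes at least 2-fold below, -3.41 in Δ*sigC*, with 165, and -0.29 in Δ*sigF*, with 15. Of the 167, 122 were also called in Δ*sigJ* in the authors' deposited table. The 10 upregulated genes of the *sigF* regulon had a median of -2.44 in Δ*sigJ*, -2.33 in Δ*sigC* and -3.76 in Δ*sigF*, and in Δ*sigF* they were already at -2.71 at 0 h. For 6 of these 10 the authors' deposited table has a call in Δ*sigJ* and for 4 a call in Δ*sigC*. One of the 10 is *sigF* itself, whose low value in Δ*sigF* follows from the deletion, and it is among those called in both other strains.

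**Figure D3:**
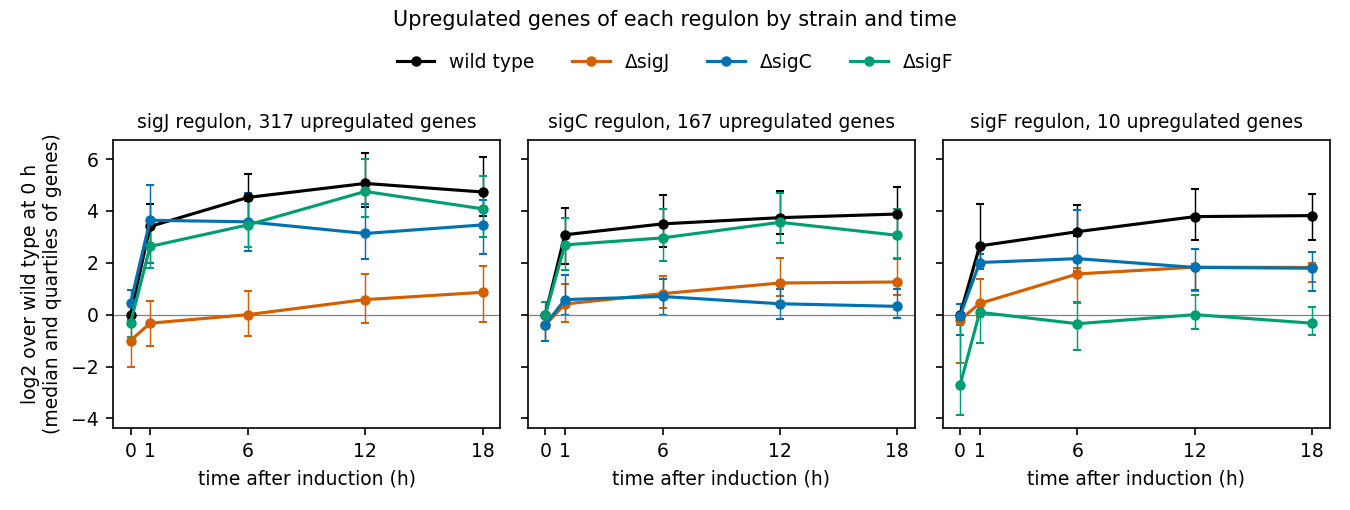
Median log2 value over the wild type at 0 h, against hours after induction, of the upregulated genes of each regulon, 1 line per strain; bars span the middle quartiles of the genes, not replicates. At 12 h the 317 genes of the *sigJ* regulon were at 5.06 in the wild type and 0.58 in Δ*sigJ*. The regulons were assigned on the same libraries.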

Genes that exhibited *sigC*- or *sigF*-dependent upregulation required *sigJ* for enhanced transcription as well, consistent with the hierarchical activation model proposed above. 

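The 317 upregulated genes of the *sigJ* regulon accumulated in Δ*sigC* and reached a lower level than in the wild type late in the time course. Their median log2 value over the wild type at 0 h was 0.44 at 0 h in Δ*sigC* and 3.64, 3.58, 3.13 and 3.46 at 1, 6, 12 and 18 h, where the wild type had 4.52, 5.06 and 4.73 at the last 3 times. The median difference from the wild type was 0.71 at 1 h, with 125 genes at least 2-fold above it and 98 at least 2-fold below, and -1.74 at 12 h. At 12 h in Δ*sigC*, 297 of the 317 were at least 2-fold above their own 0 h mean, and 224 were at least 2-fold below the wild type. The authors' deposited table calls 134 of them in Δ*sigC* and 109 in Δ*sigF*. In Δ*sigJ* the median difference from the wild type at 12 h was -4.63 and 310 genes were at least 2-fold below it. The regulon was assigned by the size of this difference in the same libraries, so the deficit in Δ*sigJ* is not independent evidence.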

Notably, the deletion of *sigC* did not markedly disrupt the enhanced expression of most *sigJ*-dependent genes despite the fact that expression of *sigJ* remains static in the Δ*sigC* genetic background. This observation lends additional support to the hypothesis that *sigJ* is regulated posttranscriptionally upon hormogonium induction. However, within the *sigJ* regulon, several clusters displayed a temporal shift in expression in the Δ*sigC* mutant strain, most notably clusters 7, 12, and 16, with transcripts accumulating more rapidly upon induction (Fig. 3B). This may indicate that a component of the *sigC* regulon inhibits the activity of SigJ, possibly serving as a checkpoint to coordinate the timing of expression between *sigJ*- and *sigC*-dependent genes.

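The promoter list of Data Set S2A at hand names 113 genes of clusters 7, 12 and 16, which the study chose on these libraries, so their direction is not independent evidence. At 1 h they were higher in Δ*sigC* than in the wild type, by a median log2 difference of 1.17, with 111 of 113 above it and 76 at least 2-fold above. At 0 h the median difference was already 0.92, with 108 of 113 above and 51 at least 2-fold above. Over their own 0 h means, the genes stood at 3.25 in the wild type and 3.56 in Δ*sigC* at 1 h. The rise within the first hour was larger in Δ*sigC* for 79 of 113 genes, by a median of 0.28 and by at least 2-fold for 7. By cluster the median was -0.48 in cluster 7 (1 of 6 genes rising more), 0.24 in cluster 12 (62 of 90) and 0.53 in cluster 16 (16 of 17). Over all genes above the filter, the same difference in rise had a median of 0.13, with 57.5% of genes rising more. The highest mean of the time course fell at 1 h for 94 of 113 genes in Δ*sigC* and at 12 h for 70 in the wild type. By 12 h the median difference was -1.13, with 64 genes at least 2-fold below the wild type. In Δ*sigF* the genes were below the wild type at 1 h, by a median of -0.82, and already by -0.58 at 0 h.

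**Figure D4:**
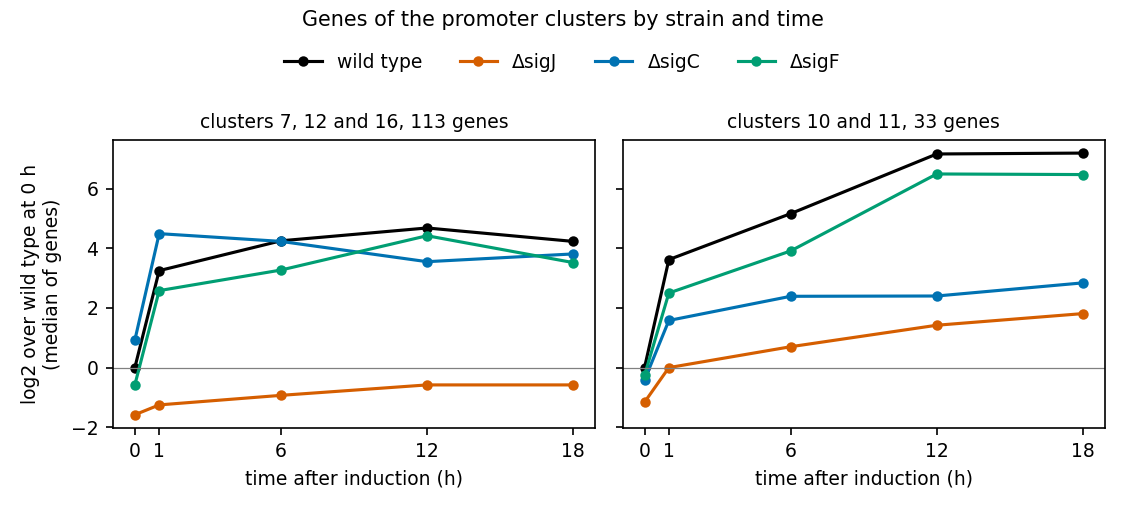
Median log2 value over the wild type at 0 h of the genes of clusters 7, 12 and 16 against hours after induction, 1 line per strain. At 1 h the median over the 113 genes was 4.49 in Δ*sigC* and 3.25 in the wild type, and at 12 h 3.55 and 4.68.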

In addition to this global analysis, a “biology-guided” approach was taken by analyzing the expression pattern of specific gene sets with characterized roles in hormogonium development or associated cellular processes, including T4P assembly, HPS synthesis and secretion, signal transduction, and cell division and morphology (Fig. 4). The expression patterns for several of these genes were also verified independently by RT-qPCR (Fig. S3). 

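Transcripts for the type IV pilus (T4P) machinery were strongly raised in the wild type at 12 h, with a median log2 difference of 5.16 over 11 genes, and were far below the wild type in Δ*sigJ*, by a median of -4.44. All 11 were still at least 2-fold above their own 0 h means in Δ*sigJ*, with a median of 3.08. The motor genes *pilB* (Npun_R0118) and *pilT1* (Npun_R0117) had means of 4470 and 4135 in the wild type at 12 h and were 213-fold and 153-fold lower in Δ*sigJ*, 2.71-fold and 2.61-fold lower in Δ*sigC*, and 1.76-fold and 1.69-fold lower in Δ*sigF*. At 1 h in Δ*sigC*, *pilB* stood at 3848 against 1646 in the wild type. *pilC* (Npun_R0116), for a membrane platform protein, was 73.7-fold lower in Δ*sigJ* and 1.58-fold lower in Δ*sigC* at 12 h. The alignment and secretin genes *pilM*, *pilN*, *pilO* and *pilQ* (Npun_F5005 to Npun_F5008) were 7.82-, 8.32-, 7.87- and 9.84-fold lower in Δ*sigJ*, and 8.74-, 8.96-, 7.68- and 10.9-fold lower in Δ*sigC*. *pilT2* (Npun_F2507) had means of 6497 in the wild type, 63 in Δ*sigJ*, 85 in Δ*sigC* and 3055 in Δ*sigF*. *ogtA* (Npun_F0677), for an O-linked N-acetylglucosamine transferase, had 260, 12, 218 and 363. The authors' deposited table calls *pilM-Q* and *pilT2* in all 3 deletion strains, *pilB* and *pilT1* in Δ*sigJ* and Δ*sigF*, and *pilC* and *ogtA* in Δ*sigJ* alone.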

The majority of genes encoding T4P components were most stringently dependent on *sigJ*, including those in the *pilB-C* operon, the *pilM-Q* operon, *pilT2*, and *ogtA*. In contrast, expression of *hfq*, encoding a putative RNA chaperone shown to interact with, and be essential for, T4P function in the unicellular cyanobacterium Synechocystis sp. strain PCC 6803 (26, 27), is most stringently dependent on *sigC*, while expression of the major-pilin-encoding gene *pilA* was strictly *sigF* dependent, consistent with reports from a unicellular cyanobacterium (11, 12). These observations are in accordance with the results from the immunological examination of the T4P system described above, and it may be that in the Δ*sigC* mutant strain, the lack of *hfq* expression accounts for the absence of extracellular PilA despite the relatively robust expression of most other T4P genes and the intracellular accumulation of PilA protein.

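The *hfq* gene (Npun_F5230) had means of 104 at 0 h and 1216 at 12 h in the wild type. In Δ*sigC* it was already 14.9-fold lower at 0 h, with a mean of 7, and at 12 h it was at 16, 76.0-fold lower. In Δ*sigJ* it was 11.1-fold lower at 12 h and in Δ*sigF* 1.19-fold lower. *pilA* (Npun_F0676) had means of 9, 110, 157, 168 and 78 at the 5 times in Δ*sigF*, 434-fold below the wild type at 12 h. In Δ*sigJ* the *pilA* mean was 1227 at 12 h and 2793 at 18 h. In Δ*sigC* it was above the wild type at 1 h, 4770 against 3323, near it at 6 h, 45628 against 51443, and below it at 12 h, at 13610. In the authors' deposited table *hfq* was called in Δ*sigJ* and Δ*sigC*, and *pilA* in Δ*sigJ* and Δ*sigF*.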

**FIG 4:**
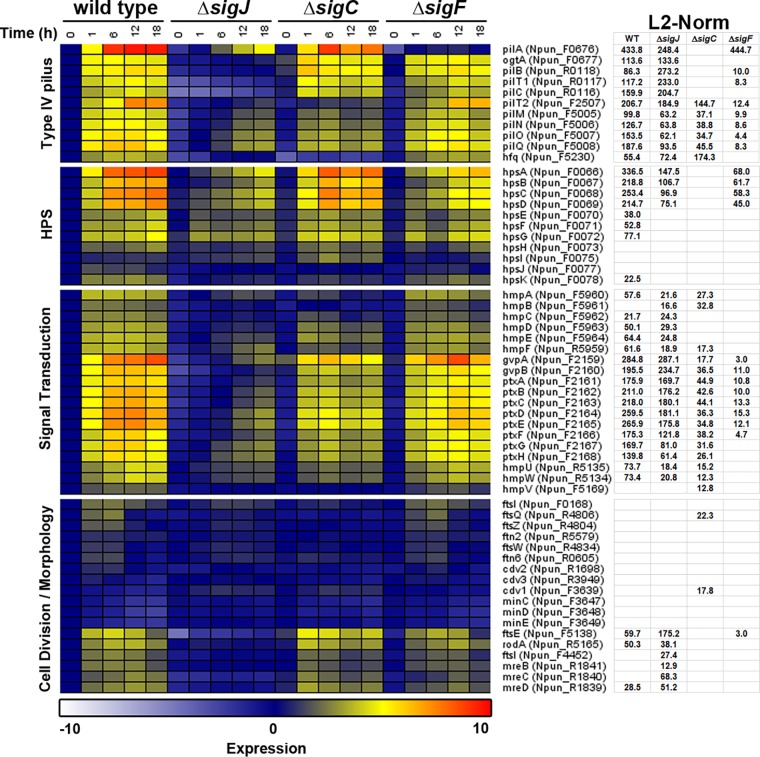
RNA-seq analysis of selected gene sets with previously reported functional implications in hormogonium development. Heat map depicting the expression of each gene over a five-point time course of hormogonium development in both the wild type and each deletion strain. Expression = log_2_(average normalized expression for each strain and time point/average normalized expression of the wild type at 0 h). L2-norm values are indicated for each gene and strain for those genes with statistically significant changes in expression in the wild-type time course, or in the sigma factor deletion strain in comparison to the wild type, as determined by BATS. Genes are arranged based on a combination of hierarchical cluster analysis and manual curation.

Among the genes encoding proteins involved in HPS synthesis and secretion, the expression of *hpsA-D*, encoding a hypothetical membrane protein and pseudopilins, respectively, which may interact with the T4P system to facilitate HPS export, were dependent on both *sigJ* and, to a lesser extent, *sigF*. In contrast, the expression of the downstream genes *hpsE-G*, which encode glycosyltransferases thought to be directly involved in the synthesis of HPS, was only moderately affected by deletion of any one sigma factor, which is consistent with UEA-specific lectin staining of the heterocyst envelope in each of the sigma factor deletion strains, as reported above.

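In the wild type *hpsA* (Npun_F0066) rose from 10 at 0 h to 3335 at 12 h, and the adjacent *hpsB*, *hpsC* and *hpsD* (Npun_F0067 to Npun_F0069) were 99.8-, 159- and 105-fold above 0 h. In Δ*sigJ* the 4 genes had means of 110, 173, 61 and 47 at 12 h, 30.3-, 22.5-, 18.2- and 13.4-fold below the wild type. In Δ*sigF* they were 6.10-, 6.36-, 4.92- and 4.27-fold below it. In Δ*sigC* all 4 were above the wild type at 1 and 6 h and below it at 12 h, *hpsA* by 2.13-fold. All 4 were called in the wild type, Δ*sigJ* and Δ*sigF*, and none in Δ*sigC*, in the authors' deposited table.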

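The glycosyltransferase genes *hpsE*, *hpsF* and *hpsG* (Npun_F0070 to Npun_F0072) had wild-type means of 576, 473 and 195 at 12 h, 8.00-, 11.8- and 16.2-fold above 0 h. At 12 h they were 2.64-, 2.73- and 2.29-fold below the wild type in Δ*sigJ*. In Δ*sigC* the means were 377, 283 and 179 and in Δ*sigF* 388, 342 and 212. The authors' deposited table calls the 3 genes in the wild-type time course and in no deletion strain. *hpsK* (Npun_F0078), a further glycosyltransferase gene of the locus, had 478 in the wild type at 12 h, 111 in Δ*sigJ*, 123 in Δ*sigC* and 346 in Δ*sigF*.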

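The genes of the 3 signal transduction systems were higher in hormogonia of the wild type and well below it in Δ*sigJ* and Δ*sigC* at 12 h. The 6 *hmp* chemotaxis-like genes had a median log2 difference of 3.37 at 12 h over 0 h in the wild type and, against the wild type at 12 h, of -1.96 in Δ*sigJ*, -2.36 in Δ*sigC* and -0.58 in Δ*sigF*. The methyl-accepting chemotaxis gene *hmpD* (Npun_F5963) had means of 1916 in the wild type, 374 in Δ*sigJ*, 559 in Δ*sigC* and 1405 in Δ*sigF* at 12 h. *hmpA* (Npun_F5960) and *hmpB* (Npun_F5961), for response regulators, were lower in Δ*sigC* than in Δ*sigJ*, at 27 and 175 against 57 and 493. For the *ptx* locus, which guides phototaxis, *ptxA* (Npun_F2161) had 1697, 46, 149 and 1018 in the wild type, Δ*sigJ*, Δ*sigC* and Δ*sigF*, and *ptxD* (Npun_F2164) 1866, 47, 178 and 857. In the partner-switching system, *hmpU* (Npun_R5135) had 1260, 180, 219 and 826, and *hmpW* (Npun_R5134) 782, 121, 137 and 548. In the authors' deposited table every *ptx* gene was called in Δ*sigJ* and Δ*sigC*, and *ptxA* to *ptxF* in Δ*sigF* too; *hmpU* and *hmpW* were called in Δ*sigJ* and Δ*sigC*. Of the 6 *hmp* chemotaxis-like genes, it calls all in Δ*sigJ*, *hmpA*, *hmpB* and *hmpF* in Δ*sigC*, and none in Δ*sigF*.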

Within the 3 signal transduction systems analyzed, the expression of both the chemotaxis-like *hmp* and *ptx* systems, as well as the *hmp* partner-switching system, is primarily dependent on *sigJ*, consistent with the results from the Western blot analysis of HmpD. This data set also included the *gvpA* and *B* genes, encoding gas vesicle proteins, which are upstream of and cotranscribed with the *ptx* locus, likely as a single operon (28). 

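The gas vesicle genes *gvpA* (Npun_F2159) and *gvpB* (Npun_F2160) lie directly before *ptxA* by their locus tags. *gvpA* rose in the wild type from 17 at 0 h to 3462 at 12 h and 6018 at 18 h, by the call of the authors' deposited table. At 12 h it was at 60 in Δ*sigJ*, 957 in Δ*sigC* and 6281 in Δ*sigF*, the last 0.86 above the wild type on the log2 scale. *gvpB* was at 2860 in the wild type, 47 in Δ*sigJ*, 320 in Δ*sigC* and 1949 in Δ*sigF*. The gas vesicle gene *gvpN* (Npun_F2153), a few genes away, peaked earlier in the wild type, at 2272 at 1 h and 274 at 18 h, and in Δ*sigC* reached no more than 141.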

One notable exception was *hmpV*, encoding a sulfate transporter and anti-sigma factor antagonist (STAS) domain protein that functions as the output of the Hmp partner-switching system, the transcription of which was stringently dependent on *sigC*.

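The *hmpV* gene (Npun_F5169) had means of 495, 1537, 2013, 1976 and 1861 at 0, 1, 6, 12 and 18 h in the wild type. In Δ*sigC* the means were 387, 531, 535, 476 and 490, 4.15-fold below the wild type at 12 h, and in Δ*sigJ* they were 306, 342, 430, 524 and 487, 3.77-fold below it at 12 h. In Δ*sigF* the mean at 12 h was 1653. The authors' deposited table calls *hmpV* in Δ*sigC* and not in Δ*sigJ*, in Δ*sigF* or in the wild-type time course.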

While genes in the T4P, HPS, and signal transduction systems investigated all displayed a similar trend, where transcription was primarily *sigJ* dependent and only a small but critical subset more specifically require *sigC* or *sigF*, this situation was reversed among the gene set controlling cell division. Many of these genes, including one of two *ftsI* homologs (Npun_F0168), *ftsQ*, *ftsZ*, and *ftn6*, show a transient increase in expression, primarily between 1 and 6 hours postinduction, that was completely abolished in the Δ*sigC* mutant strain and disrupted to a lesser extent in the absence of *sigJ*. In contrast, the expression of *ftsE* in developing hormogonia was more sustained and only required *sigJ* for enhanced transcription. 

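In the wild type these 4 genes were highest at 1 to 6 h and back near or below their 0 h means by 18 h, except *ftsI*. *ftsZ* (Npun_R4804), for the tubulin-like ring protein, had means of 361, 1233, 1266, 561 and 342 at 0, 1, 6, 12 and 18 h, and *ftsQ* (Npun_R4806) 148, 604, 821, 184 and 78. *ftsI* (Npun_F0168), for a septal transpeptidase, had 40, 181, 203, 135 and 86, and *ftn6* (Npun_R0605) 85, 217, 231, 73 and 46. In Δ*sigC* the means of *ftsZ* were 308, 385, 337, 266 and 256, those of *ftsQ* 96, 78, 98, 100 and 76, those of *ftsI* 30, 67, 77, 55 and 50 and those of *ftn6* 107, 159, 139, 114 and 120. At 1 h *ftsQ* was thus 7.74-fold and *ftsZ* 3.20-fold below the wild type in Δ*sigC*. In Δ*sigJ*, *ftsZ* had 271, 432, 627, 600 and 500 and *ftsQ* 76, 96, 211, 233 and 180, so that both were highest at 6 to 12 h. In Δ*sigF*, *ftsZ* reached 1109 and *ftsQ* 661 at 6 h. Of these 4 genes, the authors' deposited table calls *ftsQ* in Δ*sigC* and none in any other comparison. The septum-placing genes *minC*, *minD* and *minE* (Npun_F3647 to Npun_F3649) were lower after induction, at 79, 93 and 83 at 12 h against 330, 481 and 355 at 0 h, with no call.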

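Means of *ftsE* (Npun_F5138), for an ATP-binding protein of the division machinery, were 48, 573, 868, 566 and 180 at 0, 1, 6, 12 and 18 h in the wild type. In Δ*sigJ* they were 2, 10, 10, 13 and 17, 43.5-fold below the wild type at 12 h. In Δ*sigC* they were 108, 1278, 953, 477 and 722, above the wild type at 0, 1, 6 and 18 h, and in Δ*sigF* 18, 278, 498, 390 and 93. In the authors' deposited table *ftsE* is called in the wild type, Δ*sigJ* and Δ*sigF*.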

While the differential expression for most of these genes was not identified as statistically significant based on the analysis applied here, it is highly consistent with previously published microarray-based studies (19, 23, 24), as well as the RT-qPCR analysis performed for selected genes from this group (Fig. S3); it is also consistent with the morphological observation mentioned above that the deletion of *sigC* and, to a lesser extent, s*igJ*, results in increased cell size. 

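*rodA* (Npun_R5165) and *mreB*, *mreC* and *mreD* (Npun_R1841, Npun_R1840 and Npun_R1839) encode proteins that shape the rod-like cell by guiding wall synthesis along its length. At 12 h in the wild type they had means of 761, 1763, 1418 and 760, 11.4-, 5.71-, 6.69- and 7.75-fold above 0 h. In Δ*sigJ* they were 9.51-, 5.49-, 16.7- and 10.9-fold below the wild type at 12 h. In Δ*sigC*, *rodA* was above the wild type at 1 h, 901 against 413, and below it at 12 h, at 403. *mreB* had 692 in Δ*sigC* and 1201 in Δ*sigF* at 12 h. In the authors' deposited table all 4 were called in Δ*sigJ*, *rodA* and *mreD* also in the wild-type time course, and none in Δ*sigC* or Δ*sigF*.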

As with most of the other processes investigated, genes involved in regulating rod-shaped cell morphology, such as *rodA* and *mreB-D,* were upregulated in hormogonia in a stringently *sigJ*-dependent manner. A second copy of *ftsI* (Npun_F4452) was also found to be regulated specifically by *sigJ*, possibly indicating that the encoded protein is involved in cell morphology rather than cell division.

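This copy of *ftsI* had means of 57, 271, 343, 294 and 163 at 0, 1, 6, 12 and 18 h in the wild type and 28, 31, 48, 46 and 44 in Δ*sigJ*, 6.39-fold below the wild type at 12 h. In Δ*sigC* it was at 236 at 1 h, close to the wild type, and 2.23-fold below it at 12 h, and in Δ*sigF* 1.39-fold below it. The authors' deposited table calls it in Δ*sigJ* and in no other comparison.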

### Identification of a consensus *sigJ* promoter sequence.

To identify conserved motifs within the promoter regions of hormogonium-specific genes, we manually curated the data following hierarchical cluster analysis and assigned a number to each cluster with 5 or more genes showing a similar transcription profile distinct from their neighbors. Subsequently, genes that were neither monocistronic nor the first member of a polycistronic transcript, as determined by manual examination of the read map data, were removed from the data set, and the promoter regions for the remaining genes (−60 to +20 of the putative transcriptional start site [TSS]) were retrieved and scanned for conserved motifs by MEME (29) (Data Set S2A and B).

10.1128/mSphere.00231-19.7 DATA SET S2 Motif analysis. (A and B) Promoter regions (−60 to +20 of the predicted TSS) for genes upregulated (A) and downregulated (B) in the wild-type time course and motifs identified for each cluster by MEME analysis. Within each promoter, conserved motifs are in boldface and colored blue. (C) Evolutionary conservation of J-Boxes in the promoter regions of *pilB* in cyanobacteria. J-Boxes are in boldface and colored red and were identified based on the occurrence of three consecutive Gs, followed by the highly conserved +2A and +7T with respect to the first G, each of which is underlined. Download Data Set S2, XLSX file, 0.08 MB. Copyright © 2019 Gonzalez et al. 2019 Gonzalez et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

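In the part of Data Set S2A at hand, cluster 7 has 6 promoters, cluster 12 has 90 and cluster 16 has 17. The 92 genes of these clusters with a marked motif in the forward direction had a median log2 difference from the wild type at 12 h of -5.91 in Δ*sigJ*, where all 92 were at least 2-fold lower, and of -0.32 in Δ*sigF*. The study formed these clusters on the same libraries, so the deficit in Δ*sigJ* is not independent evidence. Nor does it set the motif apart. All 113 genes of the clusters, with or without the motif, were at least 2-fold lower there, by a median of -5.62.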

Most notably, three separate clusters, 7, 12, and 16, within the *sigJ* regulon contained a conserved motif which included some variation on the sequence GGGaAtacT, here designated a J-Box. As previously noted above, each cluster displayed a similar transcription profile across the four strains analyzed, with enhanced transcription in wild-type hormogonia that was almost completely abolished in the Δ*sigJ* mutant strain and temporally shifted to more rapid transcript accumulation in the Δ*sigC* mutant strain (Fig. 3B). 

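Of the 113 genes of clusters 7, 12 and 16 in the part of Data Set S2A at hand, all were at least 2-fold below the wild type at 12 h in Δ*sigJ*, with a median log2 difference of -5.62. The difference was -1.58 at 0 h and -4.75 at 1 h. Over their own 0 h means they stood at 1.00 at 12 h in Δ*sigJ*, against 4.91 in Δ*sigF*. At 1 h the median difference of Δ*sigC* from the wild type was 1.10 in cluster 7, 1.25 in cluster 12 and 1.09 in cluster 16. Before induction, at 0 h, it was already 1.60, 0.95 and 0.50, so in cluster 7 it was larger at 0 h than at 1 h.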

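In the wild type at 12 h, the median log2 value over 0 h was 6.40 in cluster 7, 4.80 in cluster 12 and 3.51 in cluster 16. At 1 h it was 5.56, 3.42 and 2.55. In Δ*sigJ* at 12 h it was 1.70, -1.03 and 0.00, and in Δ*sigC* 5.64, 3.75 and 2.43.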

The only apparent difference between each cluster was the amplitude of the expression profiles. 

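In the copy of Data Set S2A at hand, 113 promoters of clusters 7, 12 and 16 are listed, and the bold motif of MEME lies forward in 92, reverse in 3 and is absent in 18. All 6 promoters of cluster 7 have it forward, as do 72 of 90 in cluster 12 and 14 of 17 in cluster 16. Without regard to the motif, the 113 genes were at a median of 4.68 at 12 h in the wild type, where the 92 were at 4.69.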

Of the 118 promoter regions from these three clusters, 93 contained an identifiable motif in the forward orientation with respect to the corresponding gene, and the location of the motif was often in close proximity to the putative −10 region based on the annotated TSSs (Data Set S2A). The conserved trio of Gs within the motifs of these 93 promoters was used to anchor a sequence alignment, revealing what appears to be a consensus SigJ promoter region (Fig. 5).

**FIG 5:**
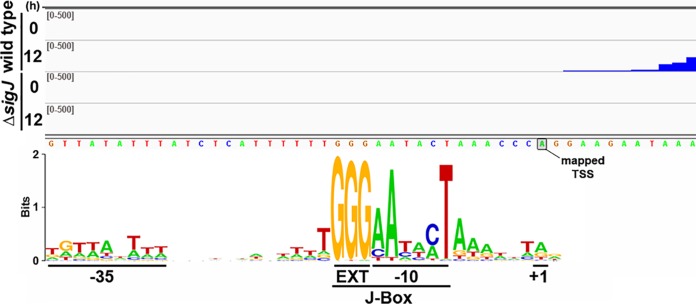
Identification of a consensus *sigJ*-dependent promoter. Read maps depict read coverage in the promoter region of the *gvpA* gene at 0 and 12 h postinduction (as indicated) for both the wild type and Δ*sigJ* mutant strain (as indicated). The TSS as previously defined by 5′RACE (28) is indicated. The consensus *sigJ*-dependent promoter region, as determined by alignment of 93 promoters containing a J-Box, is depicted below. Putative +1, −10, EXT, and −35 regions are indicated.

Because the RNA-seq analysis employed here did not rely on the enrichment of triphosphorylated 5′ transcripts (differential RNA-seq [difSeq]), the predicted transcriptional start sites are likely to be inexact, thus making it difficult to precisely place this consensus sequence with respect to the bona fide TSS for each promoter. However, for *gvpA*, which was a member of this data set, the TSS has previously been mapped by 5′ rapid amplification of cDNA ends (RACE) (28), providing an additional data point to help position this sequence. Read coverage in the *gvpA* promoter region corresponds closely with the previously determined TSS, which is precisely 10 bp upstream of the center of the aAtacT consensus sequence within the J-Box (Fig. 5), indicating that this represents a bona fide −10 promoter region. It is likely that the almost absolutely conserved A and T in this region are the nucleotides flipped out by subdomains 2.3 and 2.4 of SigJ to initiate unwinding of the double-stranded DNA (30) while the absolutely conserved trio of Gs upstream functions as an extended −10 region that interacts with domain 3 of SigJ (31). Unlike the −10 region, the putative −35 region is primarily AT rich and only weakly conserved. This is consistent with previous reports indicating that the −35 region is largely dispensable for promoters containing strong consensus extended −10 regions (32). The promoter of *sigC* was not included in this analysis, but a J-Box was subsequently identified by manual annotation, consistent with direct regulation of *sigC* by SigJ. In contrast, no obvious J-Box was identified in the *sigF* promoter region.

A second motif of note was also identified in a subset of genes from clusters 10 and 11 (Data Set S2A). These genes are dramatically upregulated in hormogonia and appear to be somewhat codependent on both *sigJ* and *sigC* for expression (Fig. 3B). 

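The 33 genes of clusters 10 and 11 in the part of Data Set S2A at hand had a median log2 value over the wild type at 0 h of 7.16 at 12 h in the wild type, 1.42 in Δ*sigJ*, 2.40 in Δ*sigC* and 6.49 in Δ*sigF*. All 33 were at least 2-fold below the wild type in Δ*sigJ* and in Δ*sigC* at 12 h, by medians of -5.57 and -4.86. At 1 h, 26 were at least 2-fold below it in Δ*sigC*. The study chose these clusters on the same libraries. The motif lies forward in 17 of their promoters, reverse in 4 and is absent in 12.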

From the available data, it was not apparent whether this motif might represent some portion of the −10/−35 region for these promoters, or perhaps some other regulatory element. No conserved motifs were identified among the downregulated gene set (Data Set S2B).

## DISCUSSION

The concurrence of both the transcriptomic and phenotypic data reported here provides substantial support for a model where hormogonium development is driven by a hierarchal sigma factor cascade (Fig. 6), with *sigJ* activating expression of both *sigC* and *sigF* as well as a substantial portion of additional hormogonium-specific genes, including those driving changes to cellular architecture. In turn, *sigC* specifically regulates smaller subsets of genes for several processes, plays a dominant role in promoting reductive cell division, and may also both positively and negatively regulate *sigJ* to reinforce the developmental program and coordinate the timing of expression during development, respectively. Both *sigJ* and *sigC* also regulate many genes with currently uncharacterized roles in hormogonium development. In contrast, the *sigF* regulon is extremely limited. 

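Of the 389 genes assigned to the *sigJ* regulon in the authors' deposited table, 167 encode a hypothetical protein, as do 145 of 300 in the *sigC* regulon, 20 of 37 in the *sigF* regulon and 143 of the 408 genes without a call in a deletion strain. Among genes with a named product, the 10 largest deficits of Δ*sigJ* at 12 h include those of Npun_F5544, a cobyrinic acid a,c-diamide synthase-like protein, with a mean of 1506 in the wild type and 3 in Δ*sigJ*, and *modA* (Npun_AR132), for a molybdate-binding protein, with 2575 and 10. The sensor kinase Npun_F1600 had a mean of 655 in the wild type and was listed at 1 in Δ*sigJ*. In Δ*sigC*, Npun_F6506, a Rieske-type iron-sulfur protein, had 4 against 726 in the wild type, and the chemotaxis transducer Npun_R6012 had 10. Npun_R2919, with a hemolysin-type calcium-binding region, was listed at 1 in both strains at 12 h and had a mean of 322 in the wild type.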

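The deleted *sigF* is left out here. After *pilA*, the largest deficits of Δ*sigF* at 12 h, among called genes with a named product and a mean of at least 20, were far smaller where the mean in Δ*sigF* was above 1. Other genes were higher than in the wild type. The cyclase/dehydrase gene Npun_DF035 had a mean of 7 in the wild type and 406 in Δ*sigF*, and Npun_R0404, a nuclear transport factor 2 family protein, 39 and 1299. Both were higher in Δ*sigJ* too, at 119 and 979. The DNA methylase gene Npun_F2574 and the phage-related gene Npun_R2631 had wild-type means of only 26 and 23 and were listed at 1 in Δ*sigF*, the lowest value the table gives, so that the size of their deficit is not known. Npun_F3641, for a Glu/Leu/Phe/Val dehydrogenase, had a mean of 1994 in the wild type and 228 in Δ*sigF*, and Npun_R1782, with a peptidoglycan binding domain, 580 and 95. The authors' deposited table calls 509 genes in Δ*sigF*, against 856 in Δ*sigJ* and 953 in Δ*sigC*, whether or not they changed in the wild-type time course. The 27 downregulated genes of the *sigF* regulon had a median log2 value over the wild type at 0 h of -3.07 in the wild type and -1.29 in Δ*sigF* at 12 h, but in Δ*sigF* they were already at 1.22 at 0 h, and over its own 0 h they stood at -2.90.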

Among genes with characterized roles in hormogonia, only *pilA* shows stringent *sigF* dependence. The transcript level of *pilA* in hormogonia is extremely abundant, with normalized expression values indicating that it is the second most highly expressed protein-coding gene in the entire genome (12 to 18 h postinduction; Data Set S1A). 

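By its mean, *pilA* ranked second among the 6689 protein-coding genes in the wild type at 6, 12 and 18 h, with 69114 at 18 h, and its rank at 0 h was 1835. The highest gene at these times was Npun_F5190, a hypothetical protein, with 313193 at 12 h, 14.9% of the summed means, and 5562 at 0 h. In Δ*sigC* *pilA* ranked first at 6 h, and its rank at 12 h was 198 in Δ*sigJ* and 1408 in Δ*sigF*.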

We speculate that the requirement for extremely high levels of PilA may have necessitated the evolution of this nearly 1:1 ratio between a sigma factor and its target regulon. The genes most directly involved in the synthesis of HPS appear to lie outside the sigma factor cascade, but their expression is likely reinforced by the activity of the Hmp signal transduction systems (19, 21).

**FIG 6:**
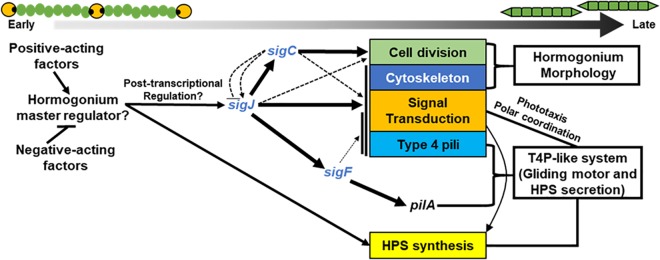
A model depicting the major findings of this report on the role of *sigJ*, *sigC*, and *sigF* in the hormogonium GRN. Arrows indicate positive regulation, and lines with bars indicate negative regulation. The thickness of the arrows represents a combination of the number of genes regulated and the stringency of the regulation.

The fact that enhanced expression of *sigJ* is dispensable for activation of its downstream targets in the Δ*sigC* genetic background is consistent with a model where posttranscriptional regulation of *sigJ* is a critical early step in activating the hormogonium GRN. While the currently available data cannot differentiate between a posttranscriptional and posttranslational mechanism, posttranslational regulation of sigma factors, often by anti-sigma factors and/or regulated proteolysis, is common (33). A recent effort at heterologous expression of the full complement of *Nostoc* 7120 sigma factors in Escherichia coli was unsuccessful in the case of SigJ (34), possibly indicating inherent instability in the absence of some additional factor(s). This lends support to the theory that SigJ may be subject to regulated proteolysis. It is also notable that an Rsb-like partner-switching system (HmpU-W) was recently implicated in hormogonium development (21). Canonical Rsb-like systems regulate sigma factors via sequestration by an anti-sigma factor (35). Although the Hmp partner-switching system appears to function by an alternative mechanism where the sulfate transporter and anti-sigma factor antagonist (STAS) domain protein HmpV functions as the output to regulate a currently undefined downstream effector, it is conceivable that this system may regulate one or more sigma factors through a nonstandard mechanism. Moving forward, defining the mechanism by which *sigJ* is regulated is an intriguing area for future study.

In the case of *sigJ*, it was also possible to identify a probable consensus promoter sequence and therefore to define those genes that are most likely under direct control of SigJ. Based on these data, SigJ directly regulates ∼100 promoters and ∼200 genes, including *sigC,* but not *sigF*. In contrast, motif searches among promoter regions in the *sigC* and s*igF* regulons failed to yield any identifiable consensus sequences. In the case of *sigF*, this search was hampered by the extremely limited number of genes in the data set. The reason for the failure to identify a consensus sequence among *sigC*-dependent promoters is less clear, but potential contributing factors include (i) the possibility that much of the *sigC*-dependent regulation in hormogonia is indirect, (ii) a higher tolerance for variability in SigC promoters, and (iii) the presence of multiple TSSs for many of the *sigC*-dependent genes, resulting in inaccurate TSS predictions. Moving forward, more precise promoter mapping of individual genes by 5′ RACE/primer extension, or globally by a difSeq approach, has the potential to shed light on the nature of SigF- and SigC-specific promoters.

It should be noted that the findings from this work differ substantially from previous reports on the role of *sigC* and *sigJ* in filamentous cyanobacteria (13–16). We attribute this primarily to the choice of model organism. As stated in the introduction, *Nostoc* 7120 fails to differentiate hormogonia or akinetes. This is likely due to prolonged culture under laboratory conditions rather than being reflective of the natural state of field isolates, considering that orthologs for all of the hormogonium-related genes currently characterized in the literature are contained in the *Nostoc* 7120 genome (20) and have not been ascribed to an alternative function. Furthermore, microevolutionary loss of motility has been documented for various lab strains of the unicellular cyanobacterium *Synechocystis* sp. strain PCC 6803 (36, 37), and it was recently reported that a field isolate of the nonmotile model unicellular cyanobacterium Synechococcus elongatus PCC 7942 is motile as well (38). A role for *sigJ* in hormogonium development and motility is also more consistent with proposed evolutionary history, given that *sigJ* likely arose via duplication with *sigF*, which is known to regulate motility (9). In fact, given these findings, it is reasonable to speculate that null mutations in *sigC* and/or *sigJ* of *Nostoc* 7120 may underlie the failure to differentiate hormogonia. Thus, the findings of this study provide a compelling example of the power of *N. punctiforme* as a model organism for exploring the biology of filamentous cyanobacteria and more generally highlight the importance of considering how commonly used model organisms reflect their wild counterparts. Given the wide distribution of *sigC*, *sigF*, and *sigJ* orthologs among cyanobacteria (Fig. 7A), these findings may inform our understanding of a wide range of both unicellular and filamentous cyanobacterial species. In fact, J-Boxes could be identified in the promoter region of *pilB* from many cyanobacterial species, primarily those harboring orthologs of *sigJ* (Fig. 7A and B and Data Set S2C), such as the model unicellular cyanobacterium Synechococcus elongatus PCC 7942, but also in several that do not, including Synechocystis sp. strain PCC 6803. For those strains lacking *sigJ*, an ortholog of the evolutionarily related *sigF* was always present (Fig. 7B), implying that in these strains, SigF may be capable of recognizing promoters containing a J-Box. In fact, while not identical, there are apparent similarities between the J-Box and the previously defined SigF-recognized −10 region in *Synechocystis* sp. strain PCC 6803 (11).

**FIG 7:**
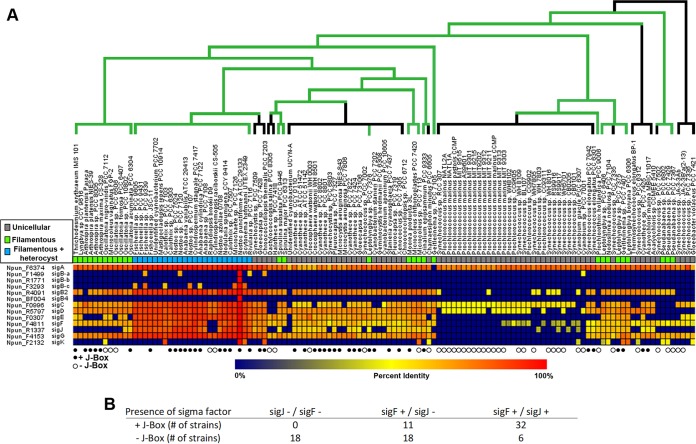
Evolutionary conservation of sigma factors and J-Boxes in cyanobacteria. (A) A heat map depicting the percent identity for orthologs of *N. punctiforme* sigma factors in cyanobacteria, derived from data reported by Cho et al. (20). Species organization and phylogenetic tree based on the phylogeny reported by Shih et al. (51) but depicting the finding, as reported by Schirrmeister et al. (52), that most extant cyanobacteria are derived from a filamentous ancestor. For the phylogenetic tree, green indicates filamentous, and black indicates unicellular. Closed and open circles indicate the presence and absence, respectively, of a J-Box within 100 bp of the *pilB* translational start site for the corresponding strain. Strains without a circle were not included in the analysis. (B) Summary data table on cooccurrence of *sigF* and/or *sigJ* with a J-Box upstream of *pilB*.

The role of *sigC* in hormogonium development also represents a paradigm shift in the current understanding of group 2 sigma factors in cyanobacteria. Previous reports on both unicellular and filamentous cyanobacteria imply substantial functional redundancy among group 2 sigma factors. In the case of filamentous cyanobacteria, this is most evident in the apparently overlapping regulons of *sigC* and *sigE* during heterocyst development (14). This is clearly not the case for the group 2 sigma factor *sigC* during hormogonium development, where stringent promoter recognition of a critical gene set is essential.

Finally, although beyond the focus of this study, the RNA-seq data generated here provide a valuable resource for annotating small regulatory and antisense RNAs that may play a role in the development of *N. punctiforme*, and collectively, the insights on the regulation of cyanobacterial transcription and development can potentially be leveraged to rewire cyanobacterial GRNs for biotechnological applications.

## MATERIALS AND METHODS

### Strains and culture conditions.

For a detailed description of the strains used in this study, refer to Table S1A. *N. punctiforme* ATCC 29133 and its derivatives were cultured in Allan and Arnon medium diluted 4-fold (AA/4), without supplementation of fixed nitrogen, as previously described (24), with the exception that 4 and 10 mM sucralose were added to liquid and solid media, respectively, to inhibit hormogonium formation (39). For small-scale hormogonium induction for phenotypic analysis, the equivalent of 30 μg ml^−1^ chlorophyll *a* (Chl *a*) of cell material from cultures at a Chl *a* concentration of 10 to 20 μg ml^−1^ was harvested at 2,000 × *g* for 3 min, washed two times with AA/4, and resuspended in 2 ml of fresh AA/4 without sucralose. For large-scale hormogonium induction for RNA-seq analysis, this process was repeated but starting with the equivalent of 300 μg ml^−1^ Chl *a* of cell material and resuspension in 50 ml of fresh AA/4. For selective growth, the medium was supplemented with 50 μg ml^−1^ neomycin. Escherichia coli cultures were grown in lysogeny broth (LB) for liquid cultures or LB supplemented with 1.5% (wt/vol) agar for plates. Selective growth medium was supplemented with 50 μg ml^−1^ kanamycin, 50 μg ml^−1^ ampicillin, and 15 μg ml^−1^ chloramphenicol.

10.1128/mSphere.00231-19.1 TABLE S1 Plasmids, strains, and oligonucleotides used in this study. (A) Plasmids and strains used in this study. (B) Oligonucleotides used in this study. Download Table S1, PDF file, 0.3 MB. Copyright © 2019 Gonzalez et al. 2019 Gonzalez et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Plasmid and strain construction.

For a detailed description of the plasmids, strains, and oligonucleotides used in this study, refer to Tables S1A and B. All constructs were sequenced to ensure fidelity.

To construct plasmids for in-frame deletion of *sigC*, *sigF*, and *sigJ*, approximately 900 bp of flanking DNA on either side of the gene and several codons at the beginning and end of each gene were amplified via overlap extension PCR (see Tables S1A and B for details) and cloned into pRL278 (40) as BamHI-SacI fragments using restriction sites introduced on the primers.

To construct mobilizable shuttle vectors containing *sigC, sigF,* or *sigJ* and their respective promoter regions, the coding region and 5′ intergenic region for each gene were amplified via PCR (see Tables S1A and B for details) and subsequently cloned into pAM504 (41) as a BamHI‐SacI fragment using restriction sites introduced on the primers.

Generation of transposon mutants and identification of transposon insertion sites were performed as previously described (22) using plasmid pRL1063a (42). Gene deletions and allelic replacements were performed as previously described (19) with *N. punctiforme* cultures supplemented with 4 mM sucralose to inhibit hormogonium development and enhance conjugation efficiency (22, 39). To construct the Δ*sigC,* Δ*sigJ*, and Δ*sigF* mutant strains, pDDR411, pDDR412, and pKDDR413, respectively, were introduced into wild-type *N. punctiforme,* creating strains UOP131, UOP132, and UOP141, respectively.

### Motility assays.

Both plate and time-lapse motility assays were performed as previously described (18).

### RNA-seq.

Total RNA was extracted from the equivalent of 300 μg ml^−1^ Chl *a* of cell material for each of 3 biological replicates from each strain at time points of 0, 1, 6, 12, and 18 h following hormogonium induction, using previously published methods (24). Subsequent cDNA synthesis and sequencing were performed at the University of California Berkeley QB3 Vincent J. Coates Genomics Sequencing Laboratory using 10 μg of total RNA, as follows. rRNA was depleted using the Ribo-Zero rRNA removal kit (bacteria) (Illumina, Inc.). Directional cDNA libraries were synthesized from the rRNA-depleted samples, sheared to a library size of ∼200 bp, and appended with adapters. All 60 libraries were multiplex sequenced across 6 lanes of an Illumina HiSeq 4000 flow cell, generating 100-bp paired-end reads. Alignment, assembly, normalization, and quantitation of sequencing data were performed using the software package Rockhopper (default parameters) (43), and transcript maps were generated using Integrated Genomics Viewer (44). On average, a total of 24,290,031 reads mapped to the *N. punctiforme* genome (excluding genes coding for rRNA) for each replicate and time point, providing sufficient sequencing depth to detect differential expression of even low-abundance transcripts (45).

Differential expression for each strain, time point, and replicate was calculated as log_2_(normalized expression of experimental condition/normalized expression of wild-type strain at T = 0 h [mean of 3 biological replicates]). Statistical identification of differentially expressed genes in the wild-type time course and between the time course for the wild-type and sigma factor deletion strains was performed using Bayesian Analysis of Time Series (BATS) (default parameters) (46). Differentially expressed genes were subsequently binned into one of four categories. The first contained genes that were differentially expressed during wild-type hormogonium development and whose expression was not statistically different in any of the sigma factor deletion strains. The remaining 3 categories contained genes that were differentially expressed in the wild type but showed an altered expression pattern in one or more of the sigma factor deletion strains. These genes were assigned to one of three bins, one for each sigma factor, based on which deletion strain produced the largest L2-norm value. Each bin was subsequently subjected to a hierarchical cluster analysis (unweighted pair group method using average linkages [UPGMA]) using the software package Genesis (47). Heat maps depicting expression data were generated in Genesis (47). Groups of 5 or more genes with similar expression patterns that were distinct from their neighbors were then manually assigned a cluster number.

### Motif discovery.

For identification of conserved motifs in promoter regions, first, either the wild-type 0-h or 12-h biological replicates were individually analyzed with Rockhopper to predict transcriptional start sites (TSSs) for each gene. The 12-h annotated TSSs were used for analysis of upregulated genes, while the 0-h annotated TSSs were used for downregulated genes, working on the assumption that higher expression levels were more likely to yield accurate TSS determinations. Subsequently, the promoter regions (−60 to +20 of the annotated TSS) were retrieved for genes that were either monocistronic or the first gene of a polycistronic transcript based on visual inspection of the read map data. The promoter regions for each cluster of genes with similar expression profiles (as defined above) were then analyzed by MEME (29) to identify conserved motifs. Only motifs present in the same orientation in at least 50% of the promoters for a given cluster are reported in Data Set S2A and B. Generation of a consensus promoter sequence from promoter regions in clusters 7, 12, and 16, containing a J-Box, was performed using WebLogo (48).

### RT-qPCR.

Five hundred nanograms of total RNA was used to synthesize cDNA with the ProtoScript first-strand cDNA synthesis kit and random hexamer primers (New England BioLabs, Inc.), following the specifications of the manufacturer, after which 1 μl of cDNA was used as the template for qPCR. Transcripts were amplified with the primer sets indicated in Table S1B, using a StepOnePlus real-time PCR system (Applied Biosystems) and SensiFAST SYBR No-ROX kit (Bioline), following the manufacturer’s specifications. Quantification of transcript abundance was calculated from the average of two technical replicates from each of the three biological replicates using the 2^−ΔΔ^*^CT^* method (49), with expression normalized relative to *rnpB*. The primer efficiencies for each primer pair were all greater than 90%.

### Immunoblot and lectin blot analysis.

Preparation of cell material, protein extraction, and detection of PilA, RbcL, and HmpD by immunoblot analysis were performed as previously described (20). Preparation, detection, and quantification of soluble HPS in the culture medium by lectin blotting with biotinylated UEA (Vector Laboratories) were performed as previously described (18).

### Immunofluorescence and fluorescent lectin staining.

Simultaneous detection of PilA and HPS by immunofluorescence and fluorescent lectin staining was performed as previously described (20). Quantification of UEA-fluorescein-stained HPS was performed as previously described (20).

### Microscopy.

Light microscopy of filament morphology was performed using a Leica DM E light microscope with a 40× objective lens and equipped with a Leica DFC290 digital camera controlled by micromanager imaging software (50). Quantification of cell length and the percentage of filaments with attached heterocysts was performed as previously described (22).

Fluorescence microscopy was performed with a Leica DMIRE2 inverted fluorescence microscope equipped with either a 10× or 63× objective lens using the MetaMorph software (Molecular Devices) and a Yokogawa CSU-X1 spinning disk confocal unit with a QuantEM:5125C camera. Excitation and emission were as follows: 405 nm excitation (CUBE 405-nm, 100-mW laser at 100%; Coherent) and 460 (±25) nm emission for immunofluorescence of PilA using CF-405m, 491 nm excitation (Calypso 491-nm, 50-mW laser at 100%; Cobolt) and 525 (±25) nm emission for UEA-fluorescein-labeled HPS, and 561 nm excitation (Sapphire 561-nm 50-mW laser at 100%; Coherent) and 605 (±25.5) nm emission for cellular autofluorescence.

### Data availability.

RNA-seq data were deposited in the NCBI GEO database (GSE124969).

# Supplementary material for: A Tripartite, Hierarchical Sigma Factor Cascade Promotes Hormogonium Development in the Filamentous Cyanobacterium Nostoc punctiforme
**Source:** mSphere. 2019 May 1;4(3):e00231-19. doi: 10.1128/mSphere.00231-19
**Supplement:** TABLE S1

Table S1A. Strains and plasmids used in this study

Strains	Relevant Characteristic(s)	source
<i>Nostoc punctiforme</i> strains		
ATCC 29133	wild type	ATCC
UCD153	Laboratory derivative of <i>N. punctiforme</i> ATCC 29133 with reduced motility	(1)
TNM14139	UCD153 with Tn5-1063 insertion after nucleotide 677 of <i>sigC</i> (Npun_F0996) *	This study
TNM14211	UCD153 with Tn5-1063 insertion after nucleotide 25 of <i>sigC</i>	This study
UOP131	$\Delta sigC$ – encodes a group 2 sigma factor	This study
UOP132	$\Delta sigJ$ (Npun_R1337) – encodes a group 3 sigma factor	This study
UOP141	$\Delta sigF$ (Npun_F4811) – encodes a group 3 sigma factor	This study
Plasmids		
pAM504	Mobilizable shuttle vector	(2)
pRL278	Mobilizable suicide vector	(3)
pRL1063a	Suicide vector carrying Tn5-1063, a Tn5 derivative transposon	(4)
pDDR411	Suicide vector for in-frame deletion of <i>sigC</i> [1-4]†	This study
pDDR412	Suicide vector for in-frame deletion of <i>sigJ</i> [5-8]	This study
pDDR422	Suicide vector for in-frame deletion of <i>sigF</i> [9-12]	This study
pDDR453	Shuttle vector containing P _{sigC} - <i>sigC</i> [13-14]	This study
pDDR454	Shuttle vector containing P _{sigJ} - <i>sigJ</i> [15-16]	This study
pDDR455	Shuttle vector containing P _{sigF} - <i>sigF</i> [17-18]	This study

* locus tag denoted in parentheses

† numbers in brackets correspond to primers used to construct plasmid. Detailed information on primers can be found in Table S2

References

1. Campbell EL, Summers ML, Christman H, Martin ME, Meeks JC. 2007. Global gene expression patterns of *Nostoc punctiforme* in steady-state dinitrogen-grown heterocyst-containing cultures and at single time points during the differentiation of akinetes and hormogonia. *J Bacteriol* 189(14): 5247-5256.
2. Wei TF, Ramasubramanian TS, Golden JW. 1994. *Anabaena* sp. strain PCC 7120 *ntcA* gene required for growth on nitrate and heterocyst development. *J Bacteriol* 176(15): 4473-4482.
3. Cai YP, Wolk CP. 1990. Use of a conditionally lethal gene in *Anabaena* sp. strain PCC 7120 to select for double recombinants and to entrap insertion sequences. *J Bacteriol* 172(6): 3138-3145.
4. Wolk CP, Cai Y, Panoff JM. 1991. Use of a transposon with luciferase as a reporter to identify environmentally responsive genes in a cyanobacterium. *Proc Natl Acad Sci U S A* 88(12): 5355-5359.

Table S1B. Oligonucleotides used in this study

Oligonucleotide	Sequence	Number	qPCR primer set<br>target gene
NpF0996-5'-F	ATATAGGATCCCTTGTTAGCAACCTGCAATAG	1	
NpF0996-5'-R	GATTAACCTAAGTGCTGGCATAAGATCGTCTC	2	
NpF0996-3'-F	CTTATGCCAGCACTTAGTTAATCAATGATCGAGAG	3	
NpF0996-3'-R	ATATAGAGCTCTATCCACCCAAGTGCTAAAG	4	
NpR1337-5'-F	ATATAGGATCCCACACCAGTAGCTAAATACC	5	
NpR1337-5'-R	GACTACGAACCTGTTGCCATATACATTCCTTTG	6	
NpR1337-3'-F	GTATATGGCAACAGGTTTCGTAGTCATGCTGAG	7	
NpR1337-3'-R	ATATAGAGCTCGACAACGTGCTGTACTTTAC	8	
NpF4811-5'-F	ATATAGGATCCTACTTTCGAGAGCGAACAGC	9	
NpF4811-5'-R	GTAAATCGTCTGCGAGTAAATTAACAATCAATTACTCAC	10	
NpF4811-3'-F	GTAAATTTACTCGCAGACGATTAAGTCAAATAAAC	11	
NpF4811-3'-R	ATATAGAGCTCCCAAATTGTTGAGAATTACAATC	12	
PNpF0996-BamHI-F	ATATAGGATCCGAGCATACCCATGCTGTAG	13	
NpF0996-SacI-R	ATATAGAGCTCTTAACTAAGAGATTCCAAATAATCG	14	
PNpR1337-BamHI-F	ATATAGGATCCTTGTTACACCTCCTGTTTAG	15	
NpR1337-SacI-R	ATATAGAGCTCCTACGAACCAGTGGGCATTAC	16	
PNpF4811-BamHI-F	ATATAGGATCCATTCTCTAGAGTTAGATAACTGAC	17	
NpF4811-SacI-R	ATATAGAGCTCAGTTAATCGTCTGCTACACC	18	
qNpun_r018_F1	TAAGAGCGCACCAGCAGTAT	19	<i>rnpB</i>
qNpun_r018_R1	CATTGAGCGGAAGTGGTAAA	20	
qNpun_F0996-F2	GGCGATCGCAACTTCTAGTC	21	<i>sigC</i>
qNpun_F0996-R2	ACTTGGGTCGGTGTCTATCTC	22	
qNpun_R1337-F1	TGAGATGCTGCACTTTTTCG	23	<i>sigJ</i>
qNpun_R1337-R2	TTTTGAGCGGCTAACTTGGT	24	
qNpun_F4811-F2	TGTTTGGGAGAATTGGTTCC	25	<i>sigF</i>
qNpun_F4811-R2	ATCCCGAGATGTTCTGCAAC	26	
qNpun_R5959-F2	CAACAAGTGGAGCAGCAAAA	27	<i>hmpF</i>

qNpun_R5959-R2	CTGGAAATCCGCTTGATGTT	28	
qNpun_F5963-F2	TAGTGATGCTTTGCGTCAGG	29	
qNpun_F5963-R2	GCTTCACCACCTTTGAGAGC	30	<i>hmpD</i>
qNpun_R5135-F2	AAAAGTGCAAGCCTGTTGCT	31	
qNpun_R5135-R2	CGGCGCAAAACTGAAATAAT	32	<i>hmpU</i>
qNpun_F5008-F2	GCACCAATTCCCTGACCTTA	33	
qNpun_F5008-R2	ATGCTGCACCACCATCATTA	34	<i>pilQ</i>
qNpF0677-F2	TGCGGCAAAATAAAGTAGCA	35	
qNpF0677-R2	TCCTCGCTGGATTAGGTGTT	36	<i>ogtA</i>
qNpun_R0118-F2	AATGGTGTCTGGCTACAAAGG	37	
qNpun_R0118-R2	TCGGCTTCCAAACCAGTATC	38	<i>pilB</i>
qNpun_F5138-F2	CTGTTTATCACCGGGCCAAG	39	
qNpun_F5138-R2	ACCCTTGAGCTTGCAGTACA	40	<i>FtsE</i>
qNpun_R1840-F2	GGTAGTGCTTGGGTATTGCG	41	
qNpun_R1840-R2	CGTGATGCCAGTGGTCTTT	42	<i>MreC</i>
qNpun_F2164-F2	ATGGCTCCCCTGTAAAGCT	43	
qNpun_F2164-R2	GGCTGCTAACAACCCCAAA	44	<i>ptxD</i>
qNpun_F0066-F2	TGTAATGCCGCAGCTACAAC	45	
qNpun_F0066-R2	TGATCCCCCTCTGTAGCATC	46	<i>hpsA</i>
qpilA-F2	TCTGGTTGCCAACAATGGTA	47	
qpilA-R2	ACTTCAGCACTCCGATCACC	48	<i>pilA</i>
qNpun_R4804-F2	GCTCTCACTGTTGGGGTAGT	49	
qNpun_R4804-R2	GGTGTGTTGTTTCGGGGATCAC	50	<i>ftsZ</i>
qNpun_R4806-F2	CCCAATCTTTGTGGCGGATT	51	
qNpun_R4806-R2	TACCCTGATTTGCCCCACTT	52	<i>ftsQ</i>
qNpun_F0070-F2	GGTAGCCAAATTCACCCTGA	53	
qNpun_F0070-R2	TTGCCTTGAACCTCTCCCAGT	54	<i>hpsE</i>

How the deposited data were processed for this re-analysis (not part of the article)

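RNA-seq was made of the wild type of *N. punctiforme* and of the deletion strains Δ*sigJ*, Δ*sigC* and Δ*sigF* at 0, 1, 6, 12 and 18 h after hormogonium induction, with 3 biological replicates of each of the 20 combinations of strain and time, 60 libraries in all. By the paper's methods, the authors depleted rRNA, sequenced directional paired-end libraries, and used Rockhopper at default settings to align the reads to the genome, normalize the libraries and quantify expression; they then ran BATS at default settings on the time courses. The paper names no version of either program and no genome build. The log2 values are as deposited by the authors: for each gene, the mean normalized expression of the 3 replicates of a strain and time was divided by that of the wild type at 0 h, after means below 1 had been raised to 1. The score values were computed by the authors with BATS and are used as deposited: for each called gene, a rank, an estimated polynomial degree, a Bayes factor, an L2-norm and a number of missing values, in the wild-type time course and in the comparison of each deletion strain with the wild type.

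The table holds protein-coding genes only, 6689 of them, with 20 columns of log2 values and 20 of the authors' statistics. It holds no value for a replicate. A test with the spread between replicates had been planned before the deposited table was examined. It was therefore replaced by differences between means, and calls of changed genes were taken from BATS. The means were recovered from the log2 values as the smallest whole numbers whose ratios give all 20 values of a gene to within their rounding. This was checked on 400 simulated genes, of which 400 were recovered, and on the protein-coding genes of Data Set S1A in the copy at hand, which lacks 5686 of 7685 rows; all of those it holds matched. Means of 0 and 1 cannot be told apart in the log2 values. Depth per library is not given in the table; sums of means of a group ran from 1274277 to 2151363, and a small mean is known only to the nearest whole number, so that folds of genes with means of a few units are imprecise.

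Counts and medians cover the 5860 genes with a mean of at least 10 in at least 1 group; genes at least 2-fold apart, a log2 difference of at least 1, were counted. The leading comparisons were the wild type at 12 h against 0 h and each deletion strain against the wild type at 12 h. Regulons were assigned among the genes called in the wild-type time course. A gene with no call in a deletion strain was left unassigned. The others went to the called strain with the largest Euclidean norm of its 5 log2 differences from the wild type. A deleted gene was left out of its own strain. Of 40 gene lists fixed before the deposited table was examined, 8 hold genes the paper names and 32 were drawn from product descriptions. The product names had been read in the part of Data Set S1 at hand. Group means in the part of Data Set S1A at hand and the heat maps of Fig. 3 and 4 had been seen when the rule for named genes was set. That rule, and possibly the lists, were therefore not set blind to these data. For product lists of at least 5 genes, the median was ranked among 10000 random lists of the same size and expression level, taken from 20 bins of level; in a test on simulated data without an effect, 91.5% of 200 lists lay inside the range meant to hold 95%, so the ranks are a little too extreme. Genes named are the sigma factor genes and the genes the paper names with a locus tag; for each leading comparison the 10 largest rises and falls among genes the authors called with a mean of at least 20 in the higher group and a product other than hypothetical protein; the 3 largest in each direction at 0 h in each strain; and up to 4 genes of a list with a called member. The planned condition that replicates do not overlap could not be applied, and the order at 0 h is by log2 difference in place of a p value. Other genes named in the closing section were chosen after their values were seen. Locus tags were paired with symbols through the RefSeq table of assembly ASM2002v1, in which 6575 of 6689 were found, and for genes of Fig. 4 through the paper.

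Alternatives were pseudocounts of 0.5, 1 and 10 added to the means, no filter and a filter at 50, median-of-ratios scaling and quantile normalization of the means, a log2 difference of at least 2, and 4 other ways to assign regulons. After the data were seen, the authors' L2-norm, the time points 6 and 18 h, and the rise from each strain's own 0 h were added. A count was held to be the same within a factor of 1.5 of the reported one, and a log2 value when it kept its sign and moved by less than that factor. Promoter counts come from the copy of Data Set S2A at hand. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9 were used. Features other than protein-coding genes, such as rRNA and tRNA, are not in the table, so shares of rRNA could not be given.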

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

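Every test in the 3 patterns below, its bounds, and the limit of a log2 median of at least 1 in size with a rank among the lowest or highest 0.5% of random lists were chosen only after the results were seen. The following gene lists, which the paper does not discuss, passed that limit. Members of a list often share an operon and are not independent, and the shift of all genes between strains is part of each value.

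In the wild type at 12 h over 0 h, the median log2 difference was -2.00 for nitrogen fixation, -3.22 for phycobilisome, -2.97 for photosystem I, -1.56 for NADH dehydrogenase, -1.71 for tetrapyrrole synthesis and -1.87 for glycogen and sugar metabolism. In Δ*sigJ* over the wild type at 12 h, it was 1.25 for nitrogen fixation, 1.27 for phycobilisome, 1.45 for photosystem I, 1.78 for ATP synthase, 1.61 for NADH dehydrogenase, 1.34 for tetrapyrrole synthesis and 1.75 for glycogen and sugar metabolism; less the median of all genes these are 0.78, 0.80, 0.98, 1.31, 1.14, 0.87 and 1.28. The value for nitrogen fixation turned to -0.24 at 6 h, and the authors' deposited table calls 1 of the 22 genes in Δ*sigJ*. In Δ*sigC* it was 1.84 for phycobilisome, 1.52 for photosystem I, 1.19 for photosystem II, 2.53 for ATP synthase, 1.59 for NADH dehydrogenase, 1.64 for tetrapyrrole synthesis, 1.30 for nitrogen assimilation and -1.07 for peptidoglycan synthesis; less the median of all genes these are 1.66, 1.34, 1.02, 2.36, 1.41, 1.47, 1.12 and -1.24. No sign turned after median-of-ratios scaling or quantile normalization.

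The 66 genes of photosystem I, the phycobilisome, NADH dehydrogenase and ATP synthase were above the wild type at 12 h in Δ*sigC* by a median log2 difference of 1.77. A wrong scaling of the Δ*sigC* libraries is argued against, since genes near their 0 h value in the wild type were shifted by only 0.22. An odd 12 h group of the wild type is argued against too: the wild type at 12 h lay 0.03 from the mean of its own 6 and 18 h values by the median over the 66 genes (quartiles -0.15 and 0.34), and the Δ*sigC* difference was 0.80 at 6 h and 1.50 at 18 h. In other words, from 0 to 12 h the median change was -0.47 in Δ*sigC* and -2.09 in the wild type. Other sources stay open, no biological explanation was tested, and the authors' deposited table calls in Δ*sigC* 1 of 15 photosystem I, 3 of 22 phycobilisome, 8 of 20 NADH dehydrogenase and 5 of 9 ATP synthase genes, of which 1 phycobilisome and 1 NADH dehydrogenase gene were lower.

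The 113 genes of clusters 7, 12 and 16 were above the wild type at 1 h in Δ*sigC* by a median of 1.17, which the paper describes as a faster accumulation. Scaling is argued against as the whole cause by a shift of 0.25 in genes near their 0 h value in the wild type. Low wild-type means at 1 h would alone give a positive difference for the 113 genes in Δ*sigF*, where it was -0.82 (-0.58 at 0 h, and -0.21 for the rise). But these genes were below the wild type in Δ*sigF* at later times too, by -0.9 at 6 h and -0.64 at 18 h. A deficit of Δ*sigF* itself could hide low wild-type means, so this comparison does not decide. A candidate explanation is a higher level before induction: the difference was already 0.92 at 0 h, and the difference in the rise from 0 to 1 h was 0.28. A faster rise stays open beside it. Of the 113 genes, 79 (69.9%) rose more in Δ*sigC*, and by cluster the median was -0.48, 0.24 and 0.53. Of all genes 57.5% rose more, with a median of 0.13, and of genes near their 0 h value in the wild type 64.9%, with 0.20. In Δ*sigC* 94 of 113 were at their highest at 1 h. Their median over the wild type at 0 h went down afterwards, from 4.49 at 1 h to 3.55 at 12 h. A peak at 1 h can follow from this later decline, so it does not bear on the rate of the rise. Why the level at 0 h was higher was not tested.

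At 12 h, 65.9% of the genes at least 2-fold apart were higher in Δ*sigJ* than in the wild type. One scaling factor for all genes may account for part of this, since the share became 45.0% after median-of-ratios scaling, but among genes near their 0 h value in the wild type the shift was larger by 0.60 in the fifth with the lowest level than in the fifth with the highest, 0.74 against 0.13, which 1 factor cannot give. Genes with low means cannot be told apart from other sources, since the share was 58.0% with the filter at 50. Genes that go down in the wild type and not in Δ*sigJ* are not the whole cause, since among genes near their 0 h value in the wild type the share was 87.1%, with 453 higher and 67 lower. No biological explanation was tested, and the share of higher genes should not be read as a share of repressed genes.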

How the results depend on the processing

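No paired analysis was possible because the table gives 1 mean for each strain and time and no replicate. For the same reason the planned replicate block, the runs without replicate 1, 2 or 3, library weights, fits on subsets of libraries, a stricter adjusted p, no fold minimum and the estimated correlation of set tests were not run, nor was a run on all features, since the table lists protein-coding genes only. Over 23 counts, 150 of 196 values under the alternatives lay within 1.5 times the reported one and 46 did not; of 1071 values of list medians 958 were the same, 111 moved and 2 turned sign from a reported size of at least 1; counting medians of any size, 59 turned sign. Of 2445 values of named genes 2187 were the same and 258 moved, and 24 turned sign, all from a reported size under 1. The reported numbers of genes at least 2-fold higher and lower are 1362 and 1711 in the wild type at 12 h; 1971 and 1019 in Δ*sigJ*, 1552 and 1123 in Δ*sigC* and 830 and 217 in Δ*sigF* at 12 h; 622 and 486, 334 and 257, and 587 and 183 at 0 h; and, for the rise from 0 to 12 h against that of the wild type, 1569 and 1058, 1374 and 1171, and 570 and 271. Sizes of the regulons by the assignment of genes in a strain stayed within 1.5 times under every alternative run for them.

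With a pseudocount of 10, the number of genes at least 2-fold apart at 12 h became 1172 higher in Δ*sigJ*, 954 higher in Δ*sigC* and 343 higher in Δ*sigF*. At 0 h it became 250 higher and 269 lower in Δ*sigJ*, 85 and 117 in Δ*sigC*, and 223 and 81 in Δ*sigF*. For the rise from 0 to 12 h against that of the wild type it became 990 higher in Δ*sigJ*, 880 higher and 911 lower in Δ*sigC*, and 258 higher and 131 lower in Δ*sigF*. A pseudocount pulls small means together by construction.

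The filter at 50 leaves 4098 genes. Of these, 1237 were higher in Δ*sigJ*, 957 in Δ*sigC* and 481 in Δ*sigF* at 12 h, and 310, 182 and 283 at 0 h. For the rise, 887 were higher in Δ*sigC* and 172 lower in Δ*sigF*. The balance turned at 0 h, with 432 lower in Δ*sigJ* and 184 lower in Δ*sigC*, and for the rise in Δ*sigC*, with 991 lower. Median-of-ratios scaling gave 1140 higher in Δ*sigJ* at 12 h, and at 0 h 402 higher in Δ*sigJ* and 222 in Δ*sigC*. Quantile normalization gave 215 higher in Δ*sigC* at 0 h and 473 higher in Δ*sigF* at 12 h, and log2 differences at 12 h of -1.42 for *sigJ* in Δ*sigC* (reported -2.03) and 0.02 for *sigJ* in Δ*sigF* (reported -0.29). The share of higher genes at 12 h was 65.9% in Δ*sigJ*, 58.0% in Δ*sigC* and 79.3% in Δ*sigF* as deposited, 45.0%, 43.8% and 65.1% after median-of-ratios scaling, and 57.8%, 52.9% and 62.2% after quantile normalization. At 0 h it was 56.1%, 56.5% and 76.2% as deposited, 39.9%, 45.5% and 64.4% after median-of-ratios scaling, and 46.2%, 46.6% and 65.0% after quantile normalization; for the rise it was 59.7% in Δ*sigJ* and 54.0% in Δ*sigC* as deposited, and 45.8% and 42.0% after median-of-ratios scaling. For scaling and quantile normalization the cause was not tested.

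A log2 difference of at least 2 lowers every count by construction: 750 higher and 793 lower in the wild type at 12 h; at 12 h 640 and 577 in Δ*sigJ*, 561 and 501 in Δ*sigC*, 230 and 91 in Δ*sigF*; at 0 h 145 and 147, 37 and 35, 139 and 63; for the rise 517 and 507, 496 and 556, 90 and 48. Of the time points added after the data were seen, 6 h gave -0.24 for nitrogen fixation in Δ*sigJ* and 18 h gave 0.99 for gas vesicle proteins in Δ*sigJ*, both of the other sign than at 12 h; the cause was not tested. Means are known only as whole numbers, so for genes with means of a few units a change of 1 unit moves a fold by much. No spread between replicates is known for any value.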

Differences from the paper's values

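For the *sigF* regulon, the paper's number of downregulated genes is 27 and the number found here by the Euclidean norm of the means is 46. Some alternatives were set before the deposited table was examined. Of these, quantile normalization (37) and each strain relative to its own 0 h (34) came within 1.5 times the paper's number. Pseudocounts of 0.5 and 1 (46) and of 10 (43), median-of-ratios scaling (49) and the time-weighted norm (41) did not. Nor did the norm without 0 h (48) or the largest norm of all 3 strains (42). The authors' L2-norm, by which the paper assigned its regulons, was added here as an alternative after the values were seen. It gives 27 and drops none of the paper's called genes, so the difference comes from the norm and not from the calls.

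The paper states that the raised expression of *sigF* was affected relatively little by deletion of *sigC*. Here *sigF* in Δ*sigC* was 10.8-fold below the wild type at 12 h, and the authors' deposited table calls it, although its mean went from 21 at 0 h to 946 at 12 h. In Δ*sigJ* the *sigF* mean was 380.0-fold below the wild type at 12 h. The paper also used RT-qPCR on selected genes, which was not examined here.

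The paper states that each sigma factor gene was upregulated in hormogonia. All 3 means were higher at 12 h than at 0 h, but in the authors' deposited table *sigC* and *sigJ* are not called in the wild-type time course. For the upregulation the paper also points to its RT-qPCR and to earlier reports, which were not examined here.

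The paper states that the transient increase of *ftsI*, *ftsQ*, *ftsZ* and *ftn6* was abolished in Δ*sigC*. In Δ*sigC* from 0 to 1 to 6 h, means of *ftsI* went from 30 to 67 to 77 and those of *ftn6* from 107 to 159 to 139, against 40, 181 and 203 and 85, 217 and 231 in the wild type. Those of *ftsQ* went from 96 to 78 to 98 and those of *ftsZ* from 308 to 385 to 337, so the statement holds more nearly for these. The paper itself says that most of these genes were not significant. It also rests on earlier microarray studies and on RT-qPCR of selected genes, which were not examined here.

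The paper singles out *hmpV* as dependent on *sigC*. Its means at 1, 6, 12 and 18 h were 531, 535, 476 and 490 in Δ*sigC* and 342, 430, 524 and 487 in Δ*sigJ*, against 1537, 2013, 1976 and 1861 in the wild type; the authors' deposited table calls it in Δ*sigC* alone.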

Other observations

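Genes tied to other cell types differed after induction. Nitrogen fixation genes, marks of heterocysts, stood at a median log2 value over the wild type at 0 h of -2.00 at 12 h and -3.69 at 18 h in the wild type, and at -0.67 at both times in Δ*sigJ*, -1.58 and -1.86 in Δ*sigC*, and -1.54 and -1.92 in Δ*sigF*. Terminal cytochrome c oxidase genes had -1.55 in the wild type at 12 h over 0 h, with 4 of 12 called down in the authors' deposited table. Heterocyst differentiation genes went both ways, with 8 at least 2-fold higher and 3 lower of 16. The gene of the akinete protein AvaK (Npun_F5452) had means of 10885 at 0 h, 464 at 1 h, 64 at 6 h, 931 at 12 h and 2236 at 18 h in the wild type, and of 12697 at 0 h and 203 at 18 h in Δ*sigJ*, 10494 and 47 in Δ*sigC*, and 9439 and 497 in Δ*sigF*, so that the late recovery was far larger in the wild type than in the deletion strains. Ribosomal protein genes, none of them called, had medians over their own 0 h of 0.86 in the wild type, 0.75 in Δ*sigJ*, 0.82 in Δ*sigC* and 0.98 in Δ*sigF* at 12 h, of similar size in all 4 strains.

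Some genes set the strains apart before induction. In Δ*sigJ* and Δ*sigF*, and not in Δ*sigC*, a group of genes was far above the wild type at 0 h: the beta-ketoacyl synthase Npun_R1293 had means of 12 in the wild type, 290 in Δ*sigJ*, 13 in Δ*sigC* and 503 in Δ*sigF*, the phosphopantetheine-binding protein Npun_R1289 16, 425, 17 and 689, and the glycosyltransferase Npun_F2445 2, 52, 2 and 43. In all 3 deletion strains, the manganese catalase Npun_F0233 was above the wild type at 0 h, with 56 in the wild type, 2500 in Δ*sigJ*, 1925 in Δ*sigC* and 992 in Δ*sigF*, as was the alcohol dehydrogenase Npun_DF037, with 53, 919, 600 and 1379. Npun_R0210, 1 of the *psaB* genes, had 4719 in the wild type at 0 h and 65387, 54851 and 46687 in the strains, with reads shared among the *psaB* genes not examined. The helicase genes Npun_BF090 and Npun_BF093 were listed at 1 in all strains at 0 h and reached 337 and 174 at 6 h in the wild type, and stayed listed at 1 at all times in Δ*sigC*.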
